# PAF Complex Plays Novel Subunit-Specific Roles in Alternative Cleavage and Polyadenylation

**DOI:** 10.1371/journal.pgen.1005794

**Published:** 2016-01-14

**Authors:** Yan Yang, Wencheng Li, Mainul Hoque, Liming Hou, Steven Shen, Bin Tian, Brian D. Dynlacht

## Abstract

The PAF complex (Paf1C) has been shown to regulate chromatin modifications, gene transcription, and RNA polymerase II (PolII) elongation. Here, we provide the first genome-wide profiles for the distribution of the entire complex in mammalian cells using chromatin immunoprecipitation and high throughput sequencing. We show that Paf1C is recruited not only to promoters and gene bodies, but also to regions downstream of cleavage/polyadenylation (pA) sites at 3’ ends, a profile that sharply contrasted with the yeast complex. Remarkably, we identified novel, subunit-specific links between Paf1C and regulation of alternative cleavage and polyadenylation (APA) and upstream antisense transcription using RNAi coupled with deep sequencing of the 3’ ends of transcripts. Moreover, we found that depletion of Paf1C subunits resulted in the accumulation of PolII over gene bodies, which coincided with APA. Depletion of specific Paf1C subunits led to global loss of histone H2B ubiquitylation, although there was little impact of Paf1C depletion on other histone modifications, including tri-methylation of histone H3 on lysines 4 and 36 (H3K4me3 and H3K36me3), previously associated with this complex. Our results provide surprising differences with yeast, while unifying observations that link Paf1C with PolII elongation and RNA processing, and indicate that Paf1C subunits could play roles in controlling transcript length through suppression of PolII accumulation at transcription start site (TSS)-proximal pA sites and regulating pA site choice in 3’UTRs.

## Author Summary

Gene transcription can be regulated through multiple mechanisms, such as histone modifications that create structural changes of the chromatin leading to gene activation or suppression, or regulation of the 3’ cleavage site of the mRNA, known as alternative cleavage and polyadenylation (APA), resulting in the generation of transcript isoforms with various lengths. Here we present genome-wide subunit-specific roles of the PAF complex (Paf1C) related to both mechanisms of transcriptional regulation. Using mouse muscle cells, we show contrasting results with yeast, namely, that depletion of Paf1C subunits does not affect certain histone modifications previously associated with this complex and that the complex exhibits subunit-specific functions. We also discovered a novel role of Paf1C in APA, wherein genome-wide transcript shortening occurs after depletion of three of the subunits. However, APA varies after depletion of certain subunits, reinforcing our conclusions regarding subunit specificity. Furthermore, by comparing depletions of two subunits, we show that the accumulation of RNA polymerase II (PolII) near the transcription start site (TSS) is specifically associated with the activation of TSS-proximal pA sites observed in one depletion but not the other.

## Introduction

### Diverse roles for Paf1C

Paf1C has been intensively explored in yeast, flies, and mammalian cells, which has led to diverse, and sometimes differing, conclusions. The complex was first characterized in yeast as a PolII-associated factor, and extensive use of mutants revealed that it plays a role in transcriptional elongation and chromatin modifications [1]. Mammalian Paf1C consists of six subunits (Paf1, Cdc73, Leo1, Ctr9, Rtf1, and Ski8) [2, 3]. Early studies suggested that Paf1C is an elongation factor, and indeed, Paf1C was shown to facilitate elongation [4, 5]. In contrast, very recent studies in flies and mammalian cells suggest that Paf1 could play a role in PolII pausing [6]. Paf1C is recruited through multiple contacts with the transcription machinery. For example, human Paf1, and to a lesser extent Leo1, bind PolII, whereas Ski8 is more peripheral, and Rtf1 weakly associates with Paf1C [3, 7]. In addition to its interactions with PolII, Ctr9 and Rtf1 were shown to be recruited through Spt6 and Spt5, respectively [8–10]. In human cells, promoter-bound trans-activators can also recruit Paf1C [11].

Robust data suggest that Paf1C plays an important role in acquisition of transcription-associated histone modifications: specific subunits (including Paf1 and Rtf1) were shown to be required to promote H2B ubiquitination (H2Bub), as well as H3 methylation at K4, K36, and K79 in yeast, flies, and humans [2, 7, 12–16]. However, the contribution of each subunit to chromatin modifications on a genome-wide scale has not been investigated. Furthermore, specific subunits are likely to play more or less extensive roles in generating these marks [4, 16], and these contributions may be context-dependent.

Other roles have also been ascribed to Paf1C. For example, biochemical studies have indicated that Ski8, a component of the SKI complex known to interact with the exosome, also associates with Paf1C [2], suggesting that the activities of these complexes could be mechanistically linked. Furthermore, in yeast, mutations in *Rtf1*, *Paf1*, and *Ctr9*, but not *Leo1* or *Cdc73*, led to mRNA transcript lengthening and defects in 3’ end formation of snoRNA, which are not polyadenylated and whose ends are processed via the exosome in concert with other processing factors [17]. On the other hand, mutations in yeast *Cdc73* impacted 3’ end formation of mRNA [18]. Further, mutations in yeast Paf1 led to altered 3’ cleavage and polyadenylation (pA) site usage and increased abundance of two extended mRNAs [19]. Although these results suggested a role for yeast Paf1 in alternative cleavage and polyadenylation (APA) regulation of a limited set of genes, a genome-wide role for Paf1C and possible mechanistic connections with PolII elongation and transcript processing were not investigated. Nonetheless, these studies suggest that Paf1C forms a multi-functional platform with a diversity of functions, some of which may be linked to ensure the fidelity of histone modifications, 3’ end formation, and RNA processing. This complexity is likely to explain why Paf1C plays a critical role in maintenance of stem cell identity and differentiation [20–26].

### A possible role in alternative cleavage and polyadenylation

Well over half of all mammalian genes contain multiple pA sites that lead to transcript variants with distinct 3’UTRs or coding regions [27]. Alternative cleavage and polyadenylation (APA) is thus emerging as an important gene regulatory mechanism that is highly regulated under physiological and pathological conditions [28–30]. For example, mouse genes tend to express longer 3’UTRs as embryonic development proceeds, and during myogenic differentiation, use of more distal pA sites is up-regulated relative to proximal sites as cells differentiate from myoblasts to myotubes [31]. Since the 3’UTR plays important roles in mRNA stability, translation, and subcellular localization, APA within this region (3’UTR-APA) can have a major impact on mRNA metabolism. As an example, 3’UTR-APA regulates miRNA-mediated gene control in the context of cell proliferation [32, 33]. APA can also generate different coding sequences, thereby expanding the repertoire of proteins within a cell. In the mouse genome, for example, ~40% of genes exhibit APA in upstream introns and exons, leading to variants with different coding sequences [34]. APA is regulated in part by the cleavage/polyadenylation (C/P) machinery, which encompasses over twenty polypeptides in mammalian cells, including poly(A) polymerase (PAP), poly(A) binding protein (PABPN1), Symplekin, and four protein complexes: the cleavage and polyadenylation specificity factor (CPSF), cleavage stimulation factor (CstF), cleavage factors I and II (CFI and CFII) ([35]{Shi, 2015 #2354, [36]). In addition, various RNA-binding proteins and splicing factors have been implicated in APA regulation [37].

Studies have indicated possible genetic and biochemical interactions between Paf1C and factors required for C/P in yeast and mammalian cells. For example, it was shown that yeast Ctr9 could associate with the CPSF160 homolog [18]. Moreover, antibodies against Cdc73 immunoprecipitated multiple components of CPSF, CstF, and Symplekin from HEK293T cell extracts. Further, depletion of Cdc73 and Ctr9 either abolished C/P in an *in vitro* assay or led to aberrant transcript lengthening of a human gene [11, 38]. However, these observations were primarily made in yeast or *in vitro*, or they were based solely on investigations of a small number of individual genes. Thus, a general role for Paf1C in C/P has not been established.

Here, we have investigated Paf1C function on a genome-wide scale in mouse muscle cells. We find that Paf1C subunits exhibit distinct functions with respect to gene occupancy and chromatin modifications. Moreover, we find that Paf1C was enriched not only at promoters but also downstream of 3’ ends, in contrast with previous observations in yeast. Surprisingly, loss of certain Paf1C subunits, but not others, leads to changes in histone modifications, PolII accumulation over gene bodies, and altered pA site usage. Our results suggest a novel role for Paf1C in suppression of C/P, providing a mechanism underlying APA regulation in muscle cells.

## Results

### Paf1C subunits differentially partition to chromatin

We initiated our studies of Paf1C function in skeletal muscle, since the complex has not been extensively characterized in this tissue, and we made use of mouse C2C12 myoblasts, a well-established in vitro differentiation system. Our previous studies indicated that H2Bub dramatically decreased during myogenic differentiation, and this was due, in part, to reduced abundance of the enzyme (RNF20) that deposits this chromatin modification in differentiated myotubes [39]. Since Paf1C is known to recruit this enzyme to chromatin, we first examined expression levels for all subunits (Paf1, Leo1, Cdc73, Ctr9, Ski8, and Rtf1) in both whole-cell extracts and chromatin-bound fractions of C2C12 myoblasts (MB) and myotubes (MT). Essentially equivalent levels of expression were observed in both states for all subunits in the chromatin-bound fraction. Further, comparable levels of Paf1, Leo1, Cdc73, and Ski8 were observed in whole-cell extracts under both conditions, although Ctr9 and Rtf1 appeared to be depleted from these extracts as compared to chromatin (Fig 1A). These results suggest that specific Paf1C components can differentially partition to chromatin, whereas others may have additional nuclear roles apart from chromatin regulation.

**Fig 1:**
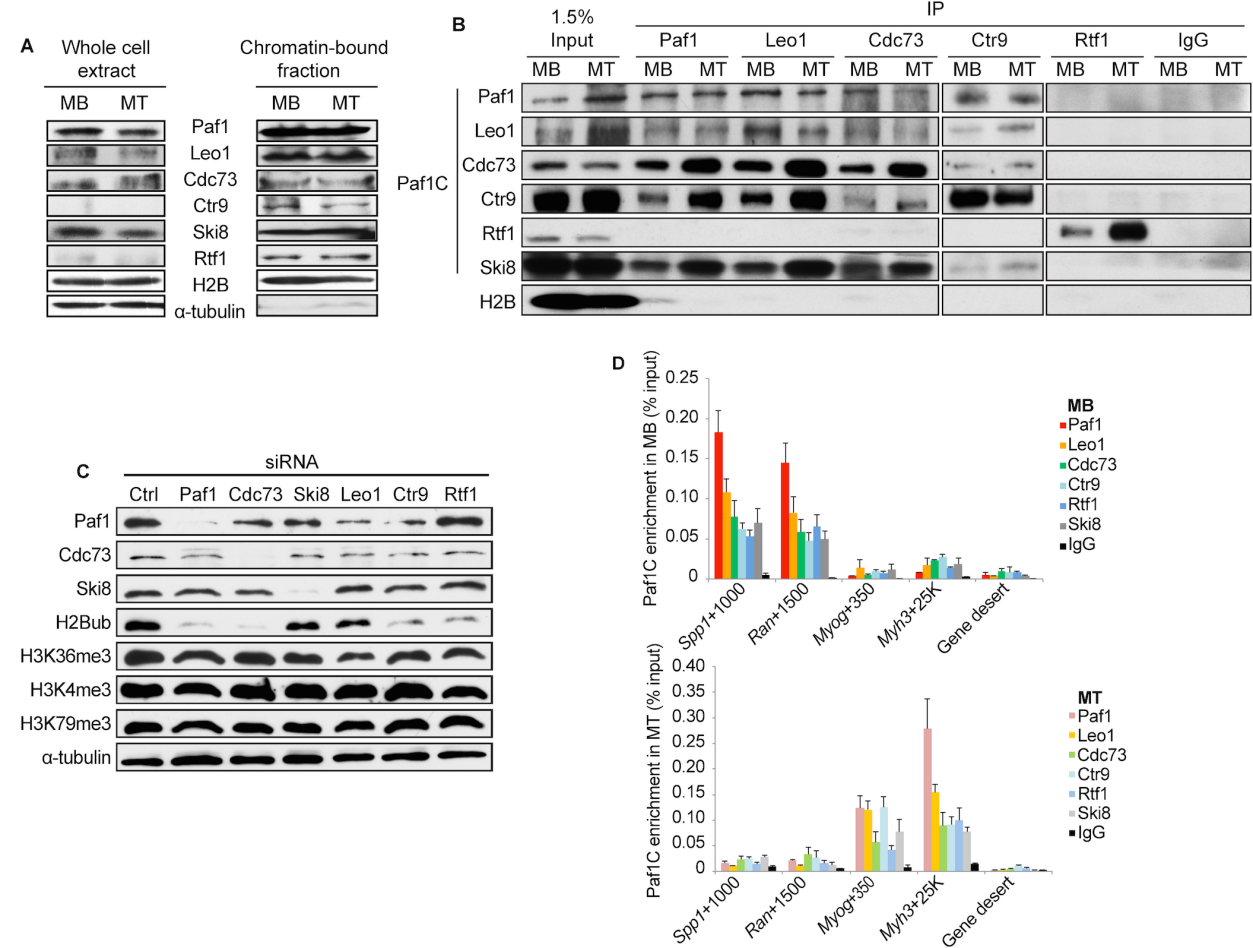
Paf1C subunits, except for Rtf1, are associated in mouse muscle cells but differentially impact histone modifications. **(A)** Western blot analysis of expression of Paf1C subunits in myoblasts (MB) and myotubes (MT). Rtf1 and Ctr9 are detectable in the chromatin-bound fraction but not whole cell extracts, as indicated. **(B)** Co-immunoprecipitation of endogenous Paf1C subunits, except for Rtf1, in the chromatin-bound fraction. IgG, control antibody. **(C)** siRNA-mediated depletion of the indicated Paf1C subunits in myoblasts have distinct effects on the levels of histone marks. siCtrl, non-specific control siRNA. **(D)** qChIP analysis of the enrichment of the Paf1C at specific loci in myoblasts and myotubes. The number shown for each locus indicates the midway point within the amplicon in base-pairs from the TSS of a specific gene. Gene desert is a genomic region devoid of genes.

To further investigate the interactions among Paf1C subunits, immunoprecipitation experiments were performed using solubilized chromatin from myoblasts or myotubes. Strikingly, we found that Rtf1 failed to co-precipitate with all other Paf1C subunits (Fig 1B). In parallel studies, we also ectopically expressed several components as amino- and carboxy-terminally tagged fusion proteins in myoblasts. Consistently, stable associations were observed between Cdc73 and Ski8, but not with Rtf1 (S1A Fig). The inability of Rtf1 to stably associate with the complex was also observed for human, *Drosophila*, and *S*. *pombe* counterparts [2, 3, 7, 14, 16, 40], although this result contrasts with budding yeast, wherein Rtf1 is an integral component of Paf1C [41].

Next, we investigated the impact of depleting Paf1C subunits on histone modifications thought to depend on various components of this complex. After verifying the depletion of each subunit, we detected H2Bub, H3K4me3, H3K36me3, and H3K79me3 (Figs 1C and S1B). Interestingly, we found that ablation of Paf1, Cdc73, Rtf1, and Ctr9 led to dramatic reductions in H2Bub, whereas no impact was observed after depletion of Ski8 or Leo1. In contrast, H3K4me3, H3K36me3 and H3K79me3 were not significantly affected by depletion of any subunit. These results extend our previous findings in skeletal muscle cells and in human tumor cells [7, 15, 39]. However, these findings diverge to some extent from observations in fission yeast, where depletion of multiple subunits led to significant decreases in H3K4me2/me3, and in other cancer cell lines, in which Leo1 silencing reduced H2Bub and Ski8 and Ctr9 depletion diminished H3K4me1/me3 and H3K79me2 [2, 4, 16]. These findings (1) reinforce our previous observations regarding uncoupling of H2Bub and H3K4me3 deposition in muscle cells [39] and (2) suggest that there may be species- and cell-type-specific differences in Paf1C function. Furthermore, the differences in fractionation and impact of ablation suggest that mouse Paf1C subunits are not tightly associated in a single complex, and they may have non-overlapping roles on chromatin, including distinct contributions to histone modifications. Thus, as in human cells [7], Rtf1 could localize to chromatin in a Paf1C-independent manner, potentially targeting different genes and performing distinct regulatory functions in skeletal muscle cells.

### Genome-wide localization of Paf1C reveals differences in subunit targeting during myogenesis

Intrigued by the possibility that Paf1C subunits might display unique activities, we comprehensively investigated the genome-wide occupancy of all six subunits in myoblasts and myotubes. To this end, we verified the specificity of each of our anti-Paf1C antibodies and confirmed their ability to enrich specific loci in chromatin immunoprecipitation (ChIP) experiments (Fig 1D). Next, we performed high-throughput sequencing after ChIP (ChIP-seq) and analyzed these data using a peak-finding algorithm (MACS). This global analysis resulted in several notable observations. First, we observed striking differences between the distribution of mouse Paf1C and yeast Paf1 [42]. Specifically, we found that within genic regions spanning 3 kb upstream of the TSS to 3 kb downstream of the transcript end sites (TES), the most pronounced enrichment of mouse Paf1C was found around the TSS and TES (Figs 2A and S2A). In contrast, yeast Paf1 exhibited the most significant enrichment over gene bodies, tapering off toward the TSS and TES, thus yielding a profile that was inverted with respect to that of the mouse complex [42]. Indeed, Paf1 showed markedly reduced enrichment within regions 100 bp downstream of the TES on yeast genes, whereas mammalian Paf1C exhibited strong binding to regions as much as several kb downstream of the TES (Fig 2A and 2E). This observation hints at potential functional differences between yeast and mouse Paf1C.

**Fig 2:**
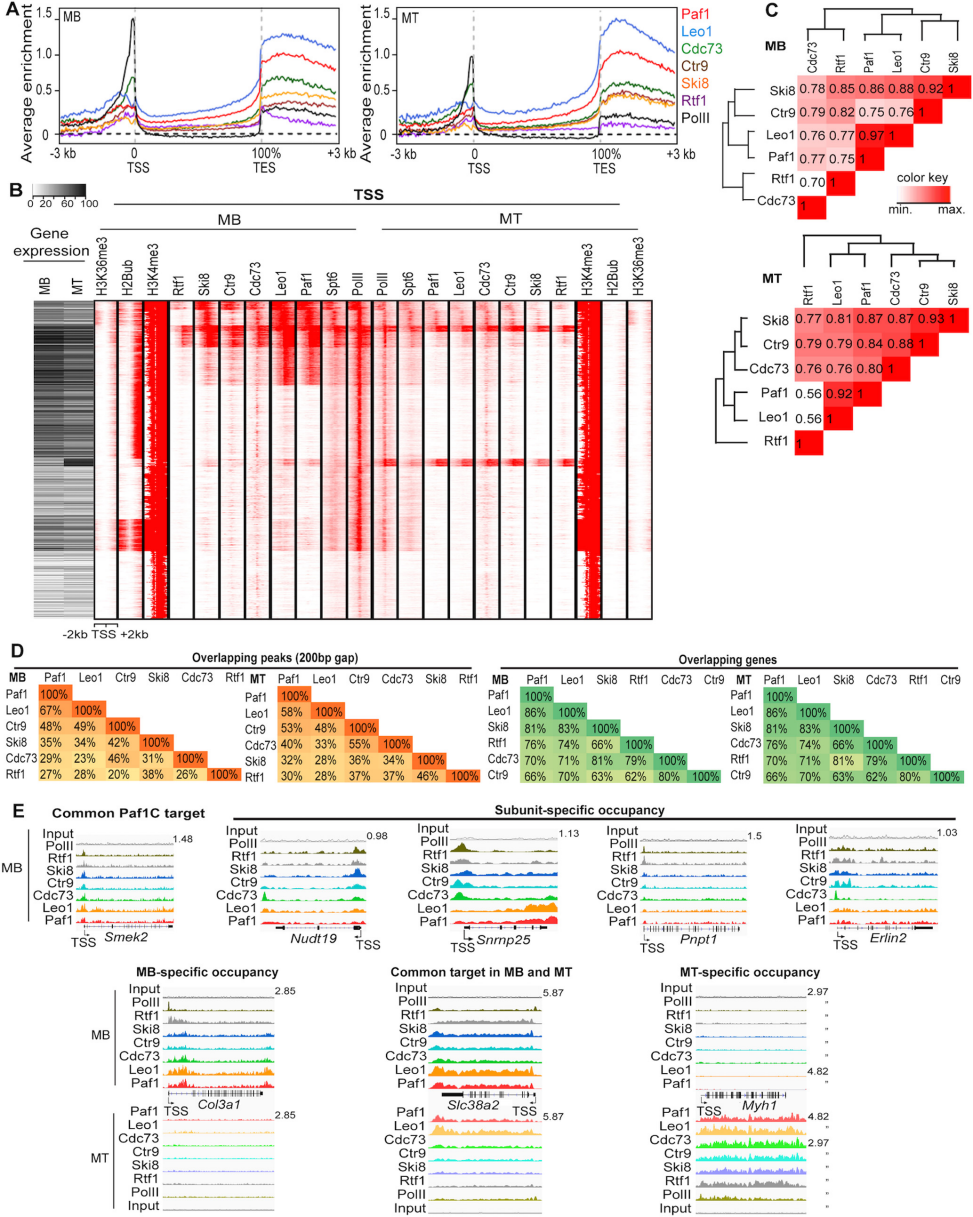
Genome-wide enrichment of Paf1C at both TSS and TES and subunit-specific localization on chromatin. **(A)** The average ChIP-seq enrichment profiles of indicated Paf1C subunits show occupancy across the gene with substantial enrichment at the transcription start site (TSS) and transcript end sites (TES). Enrichment (y-axis) is presented as the log_2_ ratio of RPM between ChIP and input samples in each 50 bp bin. **(B)** Left, A heatmap representing RNA-seq analysis of myoblasts and myotubes. Right, *k*-means clustering (*k* = 10) of ChIP-seq data reveals common and distinct localization of different Paf1C subunits. Spt6, histone modification and PolII data are also shown for comparison. Each row represents a single 4 kb genic region surrounding the TSS. The RNA-seq heatmap and ChIP-seq data are registered according to genes. **(C)** Cluster analysis of co-occupancy of Paf1C subunits on chromatin regions. Values are Pearson correlation coefficients. Correlations of RPM values encompassing genomic regions (TSS/TES upstream/downstream 1kb) were analyzed. **(D)** Percentage of overlapping ChIP-seq peaks or target genes of Paf1C subunits. Peaks within 200 bp from one another were considered overlapping. **(E)** Representative genome browser tracks illustrating Paf1C ChIP-seq data. The y-axis represents normalized reads in reads per million mapped (RPM). MB, myoblasts; MT, myotubes. Gene name and the maximum value of y-axis are indicated.

Moreover, average ChIP-seq enrichment profiles revealed notable differences among the subunits. For example, Cdc73 recruitment was most prominent near the TSS, and its profile closely resembled that of RNA PolII. On the other hand, Paf1 and Leo1 showed the strongest enrichment toward the 3’ ends of genes and downstream of the TES. Next, we used clustering to compare localization of the Paf1C subunits, PolII, and the elongation factor, Spt6, with histone modifications at regions surrounding the TSS and TES during myogenic differentiation (Figs 2B and S2B). We observed extensive co-localization of Paf1C and Spt6. Moreover, we observed preferential localization of specific subunits on TSS- or TES-proximal regions of individual genes. For example, certain clusters showed robust recruitment of all subunits except Rtf1 and/or Ctr9. Although we cannot rule out the formal possibility of differential accessibility of a given antibody for a Paf1C subunit, our data suggest that specific Paf1C components differentially localize to distinct sets of genes and sub-regions within genes.

We noticed that Paf1C occupancy was globally reduced as cells differentiated into myotubes, paralleling or exceeding the reductions observed for PolII recruitment (Figs 2B and S2B). Next, we compared Paf1C occupancy with gene expression in both myoblasts and myotubes. We found a general correlation between Paf1C occupancy and gene expression: genes expressed at moderate to high levels in myoblasts were nearly always bound by at least one component of Paf1C and exhibited robust levels of PolII, H3K4me3, H2Bub and H3K36me3, whereas genes that were not expressed or expressed at low levels exhibited negligible recruitment of any subunit and little enrichment of H2Bub or H3K36me3 (Figs 2B and S2B). Interestingly, we identified a group of genes with strong PolII binding over the TSS that exhibited insignificant levels of Paf1C occupancy, suggesting that on some genes, PolII alone may be insufficient to recruit this complex. We found that Paf1C recruitment generally decreased on many genes in myotubes, and many genes retained substantial levels of Cdc73 in the vicinity of the TSS, while lacking appreciable recruitment of the other Paf1C subunits. Despite the persistence of high levels of H3K4me3 and moderate to high levels of expression of many genes in myotubes, H2Bub was not detectable, as expected from our previous observation that the latter histone modification is not obligatorily linked to H3K4me3 during differentiation [39]. Our clustering analysis therefore strongly suggests that the loss of H2Bub in myotubes correlates with overall reduction of Paf1C, but no such correlation holds for H3K4me3 and H3K36me3, consistent with our biochemical analyses (Fig 1C). We note, however, that Paf1C binding is not strictly linked to H2B ubiquitylation, since many genes exhibit Paf1C binding without H2Bub, especially in myotubes.

### Paf1C target genes are involved in diverse biological processes

Next, we investigated the extent to which Paf1C subunits bound to common and unique sets of genes by systematically analyzing our ChIP-seq data (Fig 2C and 2D). Consistently, Paf1 and Leo1 occupancy showed the strongest concordance in both myoblasts and myotubes, whereas Cdc73, Ctr9, Rtf1, and Ski8 showed reduced levels of co-localization amongst themselves and with Paf1/Leo1 targets. Strikingly, the percentage of genes common to multiple Paf1C subunits far surpassed the percentage of overlapping peaks, reflecting differences in binding sites within the same gene (Fig 2D and 2E). Several lines of evidence suggest that these differences are meaningful and could not be ascribed to sequencing depth or inter-experimental variation. First, in each case, we sequenced >50 million tags per factor, a number that generally yields sufficient coverage in ChIP-seq analysis of transcription factors in our experience, then normalized all data with respect to the total number of sequence tags and compared their reads per million (RPM) across all ChIP-seq experiments. Second, when we analyzed biological replicates for each Paf1C subunit and compared them with ChIP-seq data from all other subunits (analogous to Fig 2C), we found consistently stronger correlations between ChIP-seq replicates than between different Paf1C subunits (S2D Fig). Third, we identified clusters that showed enrichment for multiple factors on TSS-proximal regions that were devoid of other factors altogether in both conditions (Fig 2B). Indeed, we verified a subset of subunit-specific peaks identified by ChIP-seq using ChIP coupled with quantitative PCR (ChIP-qPCR) (Figs 2E and S2B). By comparing subunit co-occupancy in myoblasts and myotubes, we also noted myogenesis-associated changes (Fig 2C, 2D and 2E). To investigate the biological functions of Paf1C target genes, we performed gene ontology (GO) analysis (S3A Fig). Notably, we found that target genes bound by all six Paf1C components in myoblasts were significantly enriched for ontologies associated with regulation of transcription and RNA processing. Interestingly, “RNA processing” was also the most over-represented GO category among genes bound only by Paf1 and Leo1, but not for genes bound exclusively by Ski8 or Rtf1. This finding indicated that Paf1 and Leo1 may be more closely linked to the regulation of this process (S3A Fig). In addition to the unique biological processes associated with targets of different Paf1C subunits, subunit-specific differences were also observed as a function of differentiation (S3A Fig). For example, cell cycle genes were the most over-represented class of Paf1 target genes in proliferating myoblasts, whereas in myotubes, Paf1 relocated from these genes and was instead recruited to muscle development genes. This reorganization correlated with changes in gene expression profiles during myogenesis and the tendency for Paf1C to localize to highly transcribed genes (Figs 2B and S2B). Nonetheless, RNA processing genes were commonly bound by Paf1 in both myoblasts and myotubes (S3A Fig). This list encompassed a large number of genes encoding splicing factors, as well as other rRNA and mRNA processing factors. In addition, many components of the Integrator complex, which is involved in PolII elongation and 3’ end processing of small RNAs, were bound by Paf1C. Taken together, these data reinforce the conclusion that Paf1 and Leo1 are the most tightly associated components—both physically and functionally—whereas the other four subunits showed less coherent patterns of recruitment to target genes. Thus, on a genomic level, Paf1C subunits are likely to act distinctly to control diverse biological processes.

### Paf1C plays roles in gene expression and alternative cleavage and polyadenylation

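RNA-seq libraries were made from C2C12 cells, a mouse myoblast line that grows as muscle precursors and can be induced to differentiate into myotubes. The cells had been transfected for 48 h with 50 nM of a control siRNA (siCtrl) or of an siRNA against Paf1, Cdc73 or Ski8, which the tables list by its gene symbol Wdr61. The set held 7 libraries. Control, siPaf1 and siCdc73 cells were each sequenced in batch 1 and in batch 2, and siSki8 cells in batch 2 only, so the siSki8 values have no replicate and their p-values rest on the spread of the other groups. The authors removed rRNA, sequenced strand-specific libraries, mapped the reads to mm9 with bowtie2 and counted, without normalization, the reads in the coding region of each RefSeq transcript. They deposited these counts beside RPKM values. Over the 9999 genes listed, each taken once by the transcript with the highest mean count, the siCtrl libraries held 6390214 reads in batch 1 and 5834180 in batch 2. The siPaf1 libraries held 6150048 and 2796693, the siCdc73 libraries 6319419 and 3572156, and the siSki8 library 8160386. The batch 2 libraries of siPaf1 and siCdc73 therefore had the largest counting error. The RPKM values imply between 7490000 and 21931000 uniquely mapped reads per library. Counts were normalized by the TMM method of edgeR and each knockdown was compared with siCtrl by edgeR's quasi-likelihood test over the 6521 genes that passed its filter on low counts, with Benjamini-Hochberg adjustment and all 7 libraries in 1 fit. The biological coefficient of variation was 0.397 in this fit and 0.179 once the batch was added as a block, so the blocked result is given where it changes a call.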

To investigate potential functional differences among Paf1C subunits, we individually ablated Paf1, Cdc73, and Ski8, since our analyses of factor binding in myoblasts suggested that these proteins might belong to distinct sub-clusters (Fig 2C). 

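In RNA-seq, the transcript of each siRNA target was lowest in the libraries transfected with its own siRNA. Paf1, on chromosome 7, stood at 106.78 and 159.8 CPM in the siCtrl libraries of batches 1 and 2 and at 20.3 and 31.1 in the siPaf1 libraries, a log2 fold change of -2.38 (standard error 0.44, adjusted p = 0.0835 from edgeR's quasi-likelihood test, and 2.34e-08 with the batch as a block). In the siCdc73 libraries, Paf1 stood at 264 and 418 CPM, and in the siSki8 library at 179.9. Cdc73, on chromosome 1, fell from 109.29 and 98.4 CPM in siCtrl to 14.2 and 22.02 in siCdc73, a log2 fold change of -2.53 (standard error 0.38, edgeR adjusted p = 0.0705, with the block 1.99e-08). It stood at 98.5 and 110.6 in siPaf1 and at 125 in siSki8. Wdr61, on chromosome 9, fell from 49.8 and 129 CPM to 5.97 in siSki8, a log2 fold change of -3.90 (standard error 0.78, edgeR adjusted p = 0.781, with the block 1.08e-07). It stood at 106.6 and 132.6 in siPaf1 and at 98.9 and 152 in siCdc73.

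**Figure D1:**
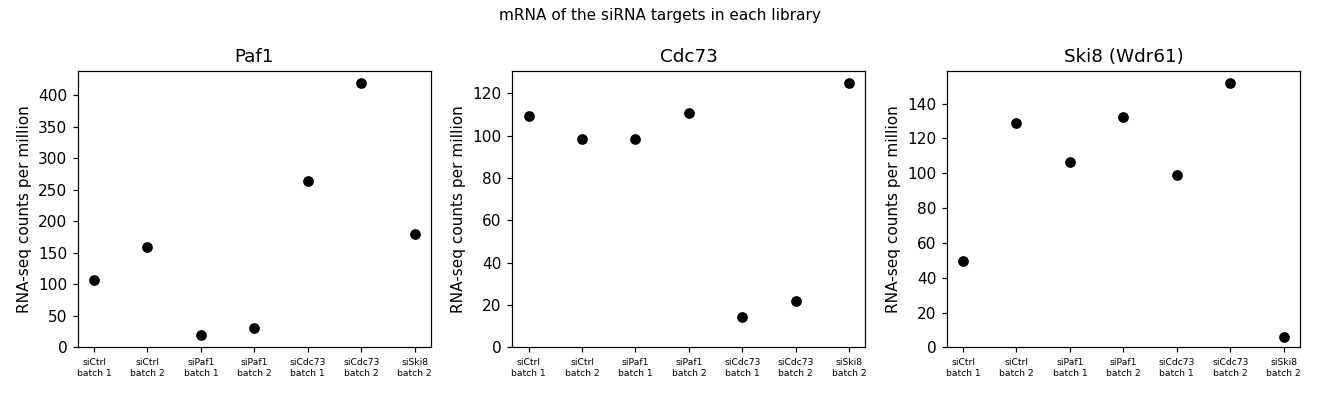
RNA-seq CPM (vertical axis, from 0) of Paf1, Cdc73 and Ski8 (Wdr61) in each of the 7 libraries, with 1 point per library grouped by siRNA. Each transcript is lowest in the libraries of its own siRNA, with Paf1 at 20.3 and 31.1 after siPaf1, Cdc73 at 14.2 and 22.02 after siCdc73, and Wdr61 at 5.97 after siSki8.

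After siPaf1, no gene reached an adjusted p under 0.05 in the fit without the block, and 572 genes rose and 584 fell at an unadjusted p under 0.05. With the block, 1063 genes rose and 1059 fell, and the smallest change called was 0.54 on the log2 scale. The alternative that moved the count most was the paper's rule of more than a 1.4-fold difference and Fisher's exact p under 0.01. It was applied here to pooled reads, a step the paper does not state, and so did not use the spread between batches. By this rule 1656 genes rose and 1420 fell. Slc23a3 rose from 11 and 6 reads in siCtrl to 159 and 137 in siPaf1, a log2 fold change of 4.75 (standard error 0.58, edgeR adjusted p = 0.075, with the block 2.02e-09). Axin2 rose from 20 reads in each siCtrl library to 316 and 266 (log2 fold change 4.48, standard error 0.56, with the block edgeR adjusted p = 3.3e-10). Ercc6l2 changed by -2.98 in batch 1 and -3.26 in batch 2 on the log2 scale, and Ngef by -2.78 and -3.05, with blocked edgeR adjusted p of 1.96e-09 and 3.09e-08.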

Through transcriptome profiling using RNA-seq, we observed that genes were both up- and down-regulated by Paf1 depletion. 

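In RNA-seq after siCdc73, 648 genes rose and 729 fell at an unadjusted p under 0.05, and none passed the adjusted threshold without the block. With the batch as a block, 1266 rose and 1335 fell. For the single siSki8 library, 160 rose and 201 fell at an unadjusted p under 0.05, none after adjustment, and 191 rose and 163 fell with the block. These splits depended on the scaling. Without TMM, by library size alone, 467 genes rose and 883 fell after siCdc73 and 64 and 376 after siSki8 at an unadjusted p under 0.05, and the paper's rule on pooled reads gave 1411 and 2078, and 701 and 2422. The median of all genes, -0.02 and -0.03 with TMM, was -0.19 and -0.37 by library size alone. The blocked calls of siPaf1 and siCdc73 shared 563 genes that rose and 605 that fell. Those of siPaf1 and siSki8 shared 71 and 40, and those of siCdc73 and siSki8 shared 91 and 76. By the paper's rule on pooled reads, siPaf1 and siCdc73 shared 813 and 987 genes, siPaf1 and siSki8 206 and 631, and siCdc73 and siSki8 227 and 1023. Across the genes tested, which are not independent replicates, the log2 fold changes of siPaf1 and siCdc73 correlated with r = 0.622. Comparisons that share control libraries correlate without any effect, and 20 simulations of unchanged groups against these controls gave a mean r of 0.485 (SD 0.009). The correlation of siPaf1 with siSki8 was 0.147 against 0.400 in the simulations (SD 0.015), and that of siCdc73 with siSki8 0.309 against 0.405 (SD 0.011). Both lay below the simulated level. Changes specific to a knockdown, which the simulated groups lack, also lower r, so this does not decide how similar the knockdowns were. When siPaf1 was taken from batch 1 and siCdc73 from batch 2, each against its own siCtrl library, r was 0.556, and 0.478 with the batches exchanged. With no shared siCtrl library, r was 0.160 for siPaf1 and siSki8 and 0.298 for siCdc73 and siSki8. Among single genes, Cd55 rose after siCdc73 by 3.58 on the log2 scale (standard error 0.40, edgeR adjusted p = 0.0705, with the block 4.41e-10), and Tnc changed by -3.69 (standard error 0.47, with the block edgeR adjusted p = 1.03e-11). After siSki8, Areg rose by 2.52 (standard error 0.45, with the block edgeR adjusted p = 6.38e-06) and Tmem119 changed by -2.26 (standard error 0.55, with the block edgeR adjusted p = 0.00163). Gm3776, a predicted gene whose reads a near-identical copy could share, changed from 33 reads in each siCtrl library to 769 after siSki8.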

Further, clustering analysis indicated that Paf1 and Cdc73 silencing resulted in de-regulation of a common set of targets, whereas Ski8 knock-down led to aberrant expression of a largely non-overlapping set of genes (S3B Fig). GO analysis showed that mitotic cell cycle genes were down-regulated after ablation of Paf1 or Cdc73, whereas certain RNA processing genes were up-regulated upon silencing Paf1, Cdc73, or Ski8 (S3C Fig). These results reinforce the notion that subunits within this complex play diverse roles in skeletal muscle.

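For the GO terms, lists of mitotic cell cycle, RNA processing and cleavage and polyadenylation genes were fixed before the data were examined, and 40, 46 and 12 of their genes were tested in RNA-seq. The median log2 fold change of the mitotic cell cycle genes was -1.98 after siPaf1 (-1.66 in batch 1 and -2.36 in batch 2; adjusted p = 8.89e-34 from camera in limma) and -1.69 after siCdc73 (-1.28 and -2.23; camera adjusted p = 2.91e-23), with 1 of the 40 genes above 0 in each case. Adjusted over the list alone, 34 of these genes had an adjusted p under 0.05 after siPaf1 and 27 after siCdc73, against 0 for both when adjusted over all genes. With the block the counts were 38 and 37 under either adjustment. After siSki8, the median of the list was 0.14 (camera adjusted p = 0.113; with the block, 0.0105). It was 0.08 without siCtrl batch 1 and 0.32 without siCtrl batch 2. The RNA processing genes had medians of 0.14 after siPaf1 (camera adjusted p = 0.471), 0.25 after siCdc73 (0.0343) and 0.47 after siSki8 (0.00168), with 28, 34 and 36 of the 46 genes above 0. No single RNA processing gene passed the threshold adjusted over the list alone or over all genes. With the block, 14 genes passed in either direction over the list alone after siPaf1, 16 after siCdc73 and 2 after siSki8. In that fit 29, 34 and 37 of the 46 genes lay above 0, called or not. The median after siPaf1 was 0.02 without the siPaf1 library of batch 2 and 0.24 without siCtrl batch 2, and that after siCdc73 0.50 without siCtrl batch 2. Camera presets a small correlation between genes. Under fry the decrease of mitotic genes after siPaf1 and siCdc73 kept an adjusted p of 0.0224, while the RNA processing calls had 0.147. With the block fry gave 0.0561 and 0.0463, so neither result of fry held. With an estimated correlation none of these calls passed (adjusted p from 0.245). The cleavage and polyadenylation genes had medians of -0.17, 0.11 and 0.36 (camera adjusted p = 0.781, 0.945 and 0.0647), the last with 10 of the 12 genes above 0 and an adjusted p of 0.0412 with the block and 0.0224 under fry. The median after siPaf1 was -0.06 without the siPaf1 library of batch 2, and that after siCdc73 was -0.01 without siCtrl batch 1. When scaled by library size alone, 2 medians changed sign, those of the cleavage and polyadenylation genes after siCdc73 (to -0.05) and of the mitotic genes after siSki8 (to -0.20), but both stayed above the median of all genes under that scaling (-0.19 and -0.37). From the targets shared by Paf1 and Cdc73, the largely separate targets of Ski8 and these gene groups, the paper reasons that the subunits have diverse roles in skeletal muscle.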

Given that Paf1 binding is enriched in the vicinity of the TES (Fig 2A and S2A Fig) and that some Paf1C subunits have been implicated in the regulation of C/P in yeast, we set out to test the effect of knocking down Paf1C subunits on pA site usage in C2C12 cells. 

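3'READS sequences the 3' ends of poly(A)+ transcripts, so that each read with non-genomic Ts, a poly(A) site supporting (PASS) read, marks a cleavage and polyadenylation site. The 3'READS libraries came from 7 cultures, in batches 1 and 2 for siCtrl, siPaf1 and siCdc73 and in batch 2 alone for siSki8. The authors mapped the reads to mm9 with bowtie2, kept uniquely mapped PASS reads and deposited their unnormalized counts at 59578 pA sites of 15856 genes. Of these sites, 38550 lay in the 3'-most exon, 16766 in introns, 967 in internal exons and 3295 on the antisense strand upstream of 2255 genes. The siCtrl libraries held 7385518 and 9804681 PASS reads in batches 1 and 2, the siPaf1 libraries 7816867 and 13403708, the siCdc73 libraries 5302728 and 14340927, and the siSki8 library 8296501. Values of batch 1 therefore carry more counting error for siCdc73 than those of batch 2. Sites with under 5% of the reads of a gene were left out, after the paper's methods, and 627 sites shared a position with a site of another gene. For 3'UTR-APA, the 2 most abundant sites of the 3'-most exon were compared as proximal and distal isoforms. For CDS-APA, the reads of all intronic and internal exon sites were compared with those of the 3'-most exon, and for uaRNAs the antisense with the sense reads. Each change is the log2 ratio of the first to the second isoform against siCtrl, so it does not depend on the expression of the gene. It was tested as an interaction of isoform and knockdown by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, over genes with a mean of at least 20 reads per library, and also with the batch as a block. The siPaf1 library of batch 2 differed from the others in content. It held 271 genes with at least 30 reads that stood over 20-fold above every other library, with 138608 reads or 1.04% of the library, and no other library had such a gene. Batch 1 values are therefore given beside the siPaf1 results.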

To investigate pA site usage on a genomic scale, we knocked down Paf1 from myoblasts and applied 3' region extraction and deep sequencing (3'READS) [34] to poly(A)+ RNAs. 

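In 3'READS, too, the reads of each siRNA target were lowest after its own siRNA. Paf1 stood at 19.5 and 16.8 CPM in the siCtrl libraries of batches 1 and 2, at 2.97 and 2.84 after siPaf1, at 41.0 and 35.9 after siCdc73 and at 17.9 after siSki8, a log2 fold change of -2.64 after siPaf1 (standard error 0.39, edgeR adjusted p = 0.171, with the batch as a block 9.91e-05). Cdc73 stood at 6.45 and 10.1 in siCtrl, 7.62 and 9.72 after siPaf1, 0.65 and 3.19 after siCdc73 and 13.0 after siSki8. Its log2 fold change after siCdc73 was -2.00 (standard error 0.70, edgeR adjusted p = 0.259, with the block 0.00584). Wdr61 stood at 7.20 and 20.7 in siCtrl, 10.6 and 17.5 after siPaf1, 11.1 and 15.0 after siCdc73 and 1.37 after siSki8, a log2 fold change of -3.35 (standard error 0.89, with the block edgeR adjusted p = 0.0275).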

In parallel, we also knocked down Cdc73 and Ski8 because of their distinct binding profiles on genic regions (Fig 2C). Each pA site detected by 3’READS was classified according to its location within a gene, namely, within internal exons or introns that affect the coding-sequence (CDS) or within the 3’-most exon affecting the 3’ untranslated region (3’UTR) [43] (Fig 3A). To mitigate the effect of different sequencing depths on the comparison, we applied the Global Analysis of Alternative Polyadenylation (GAAP) method [43], in which we randomly sampled the same number of pA site-supporting (PASS) reads from each sample (1.5M) and repeated this process 20 times to assess data variability (Fig 3B, 3C and 3D; see Materials and Methods for details). For the analysis of 3’UTR-APA, we selected the two most abundant pAs within the 3’UTR per gene based on read numbers and examined their relative expression levels. For CDS-APA analysis, we compared pAs located in the 3’-most exon of each gene with all pAs located in upstream introns/exons of the same gene. Using a false discovery rate (FDR) cut-off of 0.05, we identified significantly regulated APA events.

**Fig 3:**
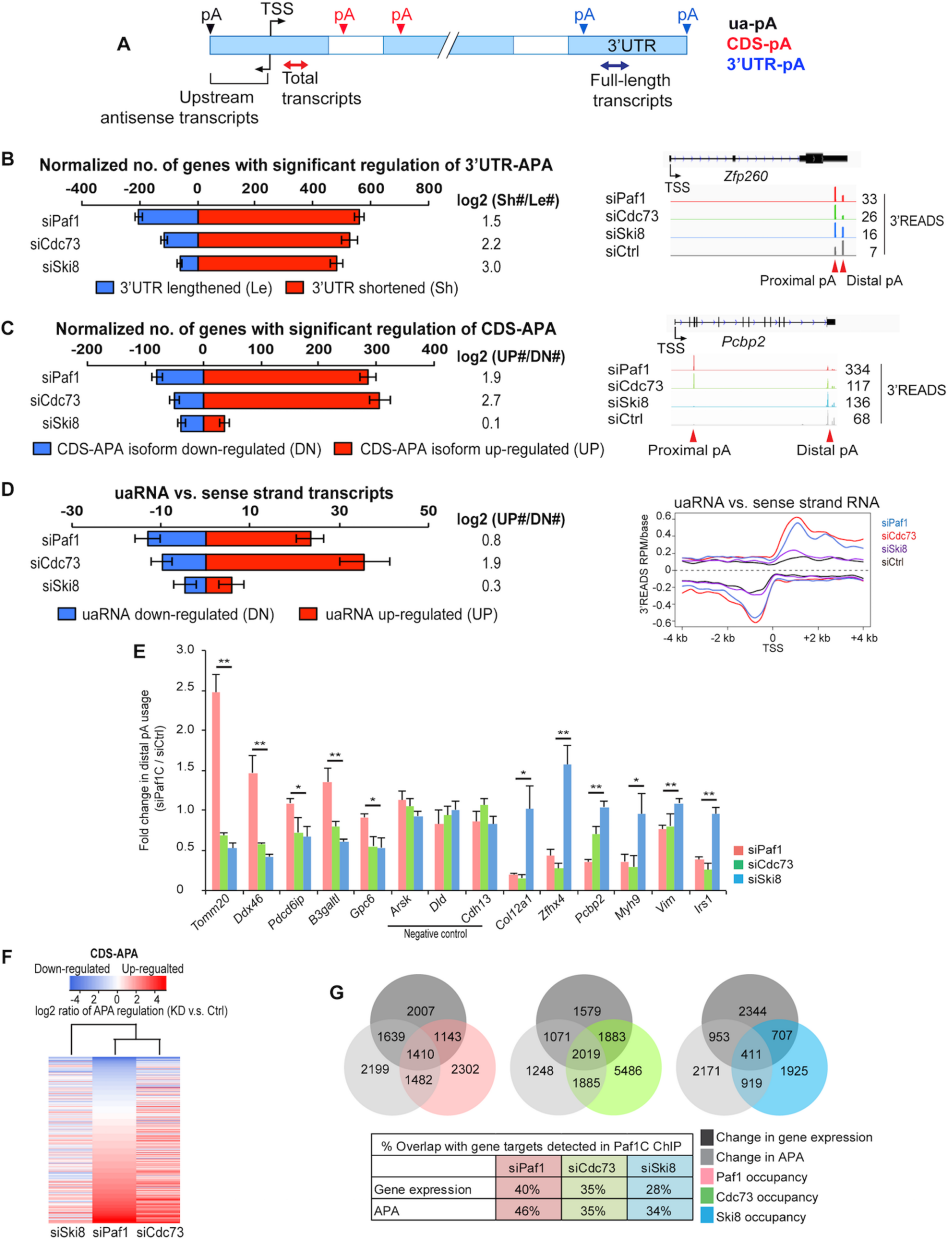
Depletion of Paf1C subunits leads to genome-wide changes in pA site usage. **(A)** Schematic depicting different types of APA sites and method to detect total and full-length transcript abundance. Solid boxes are exons, and open ones are introns. 3’UTR-APA sites are those located in the 3’UTR. CDS-APA sites are those located in introns or exons upstream of the 3’-most exon. **(B)** Left, normalized number of genes with regulated 3’UTR-APA in each sample as examined by Global Analysis of Alternative Polyadenylation (GAAP, see Materials and Methods for detail). Normalized number is based on (observed value—expected value). Red and blue bars represent genes with shortened 3’UTRs (Sh, proximal pA isoform up-regulated relative to distal pA) and lengthened 3’UTRs (Le, distal pA isoform up-regulated relative to proximal pA), respectively. FDR = 0.05 (Significance Analysis of Alternative Polyadenylation, SAAP, see Materials and Methods for detail) was used to select genes with significant 3’UTR-APA regulation. Only the top two most abundant APA isoforms (based on the number of PASS reads) of each gene were used for this analysis. Error bars show standard deviation based on 20 iterations of bootstrapping. Log2(Sh#/Le#) is log2(ratio) of the number of Sh genes to the number of Le genes. Right, genome browser tracks showing 3’READS data for a selected gene, *Zfp260*. The maximum value of y-axis for each track is indicated. APA sites are indicated by arrows. (**C**) Left, normalized number of genes with regulated CDS-APA as examined by GAAP. Red and blue bars represent genes with up-regulated CDS-APA isoforms (UP) and down-regulated isoforms (DN), respectively. All CDS-APA isoforms were combined and compared to all 3’-most exon isoforms combined by SAAP. FDR = 0.05 (SAAP) was used to select genes with significant CDS-APA regulation. Error bars are as described in panel B. Samples were sorted by the total number of genes with CDS-APA changes. Log2(UP#/DN#) is log2(ratio) of the number of UP genes to the number of DN genes. Right, genome browser tracks showing 3’READS data for a selected gene, *Pcbp2*. The maximum value of y-axis for each track is indicated. APA sites are indicated by arrows. (**D**) Left, normalized number of genes with regulated uaRNA expression. Red and blue bars represent genes with up-regulated (UP) and down-regulated (DN) uaRNA expression, respectively. Log2(UP#/DN#) is log2(ratio) of the number of UP genes to the number of DN genes. All uaRNAs were combined and compared to all sense strand transcripts whose pAs were beyond 2 kb from the TSS by SAAP. Q-value < 0.05 (SAAP) was used to select genes with a significant uaRNA expression difference. Error bars are as described in panels B and C. Right, metagene plots of uaRNA and sense strand RNA expression in siPaf1, siCdc73, siSki8 and siCtrl samples. Expression is represented by reads per million (RPM, pA site-supporting reads only) at pA positions. **(E)** RT-qPCR validation of impact on APA after depletion of Paf1, Cdc73, or Ski8. *p*-value indicates significant difference between Paf1- and Ski8-depleted cells. Negative control genes are indicated. **(F)** Heatmap showing common and distinct target genes with changes in CDS-APA after depletion of Paf1, Cdc73 or Ski8. Genes were sorted using the siPaf1 data. Samples were clustered using Pearson correlation. **(G)** Top, Venn diagrams depicting overlap of genes among Paf1C targets as detected by ChIP-seq, genes showing altered levels of expression in RNA-seq (fold-change >1.4, *p*-value<0.01 (Fisher's exact test)) and genes with changes in APA after depletion of Paf1C subunits (SAAP FDR = 0.05; see Materials and Methods). Right, data are shown in percentage of overlap.

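Zfp260 lies on chromosome 7 of mm9, plus strand. Its proximal site is at position 30892042 and its distal site at 30892641, both in the annotated last exon. The reference around the proximal site, 40 bases upstream and 20 downstream, is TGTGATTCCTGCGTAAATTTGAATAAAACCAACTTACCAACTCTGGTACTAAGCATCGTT, and around the distal site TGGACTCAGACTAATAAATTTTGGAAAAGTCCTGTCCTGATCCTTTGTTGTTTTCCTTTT, each with an AATAAA signal. The proximal site had 60 and 39 reads in the siCtrl libraries of batches 1 and 2, 235 and 473 after siPaf1, 67 and 409 after siCdc73 and 138 after siSki8. The distal site had 32 and 68, 120 and 201, 31 and 112, and 96. The proximal share of siCtrl was 65.2% in batch 1 and 36.45% in batch 2, so the log2 change was 0.07 in batch 1 and 2.03 in batch 2 after siPaf1, 0.20 and 2.66 after siCdc73 and 1.32 in batch 2 after siSki8. Over both batches it was 1.06 (standard error 0.81), 1.46 (0.82) and 0.48, each with an edgeR adjusted p of 1. Pooled reads with Fisher's exact test, which compares these libraries and not the conditions, gave adjusted p of 2.77e-06, 1.84e-11 and 0.146.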

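Pcbp2 lies on chromosome 15 of mm9, plus strand. Its upstream pA site at position 102305205 is in intron 5 of 14, 4142 bases from the TSS. The reference sequence from 40 bases upstream to 20 bases downstream is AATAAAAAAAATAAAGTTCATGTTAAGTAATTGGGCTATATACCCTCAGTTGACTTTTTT, which holds AATAAA. The site had 13 and 46 reads in the siCtrl libraries of batches 1 and 2, 1423 and 5741 after siPaf1, 347 and 2116 after siCdc73 and 75 after siSki8. The sites of the 3'-most exon at 102329358, 102330184 and 102330499 together had 606 and 1259 reads in siCtrl, 613 and 1932 after siPaf1, 444 and 1698 after siCdc73 and 1754 after siSki8.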

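The share of PASS reads at intronic sites was 2.03% and 1.70% in the siCtrl libraries of batches 1 and 2, 2.79% and 2.59% after siPaf1, 2.53% and 2.40% after siCdc73 and 1.93% after siSki8. Over 4567 genes tested for 3'UTR-APA, the median log2 change of the proximal to distal ratio was 0.29 after siPaf1, 0.39 after siCdc73 and 0.36 after siSki8, and 61.2%, 66.1% and 63.4% of the genes lay above 0. Within batches these medians were 0.16 and 0.38 for siPaf1 and 0.36 and 0.42 for siCdc73, and the siSki8 median was 0.46 against siCtrl of its own batch. The siCtrl libraries themselves differed, since the median of siCtrl batch 2 against batch 1 was -0.23. Without siCtrl batch 2 the siPaf1 median was 0.19. For CDS-APA, over 1766 genes, the median was 0.65 after siPaf1 (0.55 in batch 1 and 0.80 in batch 2), 0.98 after siCdc73 (1.02 in batch 1 and 1.03 in batch 2) and -0.20 after siSki8, with 63.1%, 70.3% and 44.5% of the genes above 0. The siSki8 median was 0.01 without siCtrl batch 1 and -0.37 without siCtrl batch 2, and the siPaf1 median 0.43 without siCtrl batch 2. Between the siCtrl libraries the CDS-APA median differed by -0.31, which exceeds the size of the siSki8 median and is below those of siPaf1 and siCdc73.

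**Figure D2:**
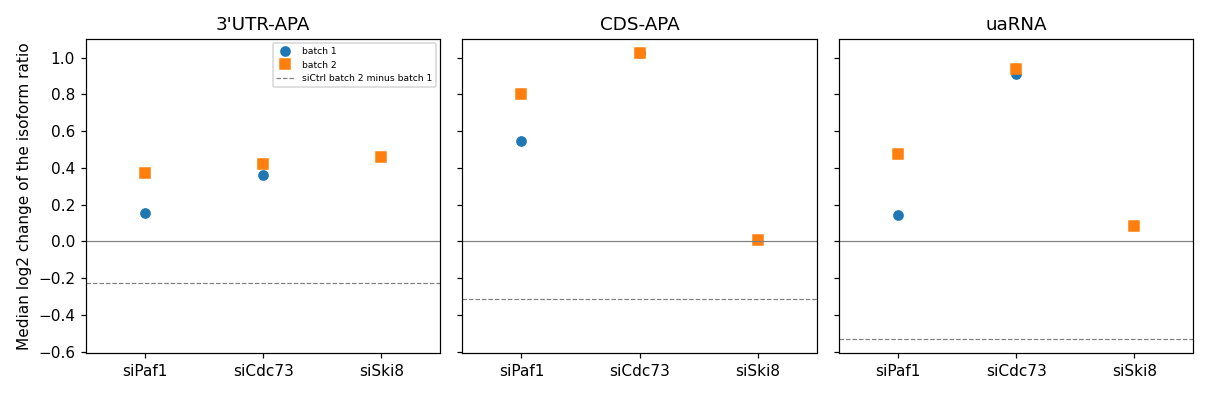
Median log2 change of the isoform ratio against siCtrl (vertical axis) for 3'UTR-APA, CDS-APA and uaRNAs after each knockdown, with circles for batch 1 and squares for batch 2, each against siCtrl of its own batch, and a dashed line for siCtrl batch 2 against siCtrl batch 1. For CDS-APA after siCdc73 the circle (1.02) lies under the square (1.03), and for CDS-APA after siSki8 the square lies at 0.01.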

Remarkably, ablation of all three genes led to pervasive transcript shortening, although the locations of regulated APA sites differed significantly (Fig 3B and 3C). Within the 3’UTR, all three siRNA treatments led to dramatic up-regulation of proximal pA sites (Figs 3B and S5A), leading to shortening of 3’UTR length. 

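In the test of single genes for 3'UTR-APA, no gene passed the adjusted threshold in the fit without the block. At an unadjusted p under 0.05, proximal site usage rose in 169 genes and fell in 60 after siPaf1, in 165 and 27 after siCdc73, and in 53 and 5 after siSki8. With the batch as a block, 233 genes had shortened and 77 lengthened 3'UTRs after siPaf1, 177 and 19 after siCdc73, and 14 and 0 after siSki8. The largest counts came from reads pooled per group and tested by Fisher's exact test, which does not use the spread between batches, with 1538 shortened and 734 lengthened after siPaf1, 1544 and 445 after siCdc73, and 1264 and 367 after siSki8. Pooled reads sampled to 1500000 per group, the depth named in the paper's methods, gave means over 20 samplings of 207.3 and 72.5 for siPaf1, 177.8 and 30.8 for siCdc73, and 192.6 and 38.9 for siSki8. After siPaf1, the log2 ratio of Trp53inp1 rose by 5.24 (standard error 0.90, 5.47 in batch 1 and 5.12 in batch 2, edgeR adjusted p = 0.555, with the block 1.44e-12), as its proximal share went from 0.959% and 3.42% of reads in siCtrl to 32.5% and 55.7%. After siCdc73, Ahnak rose by 6.50 (standard error 0.84, 6.36 and 6.52 within the batches, edgeR adjusted p = 0.277, with the block 1.17e-20), from a proximal share of 3.35% and 1.48% to 75.0% and 59.0%. Znrf2 went the other way after siPaf1, from a proximal share of 67.9% and 70.6% to 8.70% and 4.79% (with the block edgeR adjusted p = 3.62e-05). For siSki8, Cnot4 and Tnfrsf21, among the genes with the smallest p that rose, had an edgeR adjusted p of 1 without the block and of 0.186 and 0.223 with it. Gpr107 and Trap1, among those that fell, also had 1 without it, and 0.396 and 0.583 with it.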

Depletion of Paf1 or Cdc73 also significantly activated CDS-APA sites, resulting in a shift of pA usage from the 3’-most exon to upstream introns/exons (Fig 3C). 

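For CDS-APA, 39 genes rose and 3 fell after siPaf1 at an adjusted p under 0.05, so that 92.9% of the calls were toward upstream sites (95% Wilson interval 81 to 97.5), and 71 rose and 2 fell after siCdc73 (97.3%, 90.5 to 99.2). With the batch as a block, 334 rose and 72 fell after siPaf1 and 360 rose and 49 fell after siCdc73. Pooled reads with Fisher's exact test moved the counts most, to 736 that rose and 299 that fell after siPaf1 and 755 and 229 after siCdc73. Pcbp2, whose upstream site lies in an intron, had 2.10% and 3.52% of its reads upstream in siCtrl, 69.9% and 74.8% after siPaf1, and 43.9% and 55.5% after siCdc73. Its log2 ratio rose by 6.53 after siPaf1 (standard error 0.72, 6.70 and 6.33 within the batches, edgeR adjusted p = 0.00311) and by 5.12 after siCdc73 (standard error 0.70, edgeR adjusted p = 0.00942). Col12a1 went from 8.75% and 10.4% upstream to 91.9% and 86.3% after siPaf1 (log2 change 6.32, standard error 0.80, edgeR adjusted p = 0.0076) and to 87.3% and 76.2% after siCdc73 (5.46, standard error 0.79). Its site is on chromosome 9 of mm9 at position 79562712, minus strand, in intron 2 of 65. Zfhx4, with an intronic site on chromosome 3 at position 5246060 in intron 3 of 10, went from 50.8% and 47.4% to 78.8% and 78.2% after siPaf1 (log2 change 1.92, standard error 0.69, edgeR adjusted p = 0.158, with the block 0.00368) and to 96.5% and 97.1% after siCdc73 (4.98, standard error 0.73). Fn1 had 0 upstream reads in both siCtrl libraries, 261 and 359 after siPaf1 and 596 and 1532 after siCdc73, when 58.1% and 39.7% of its reads were upstream (edgeR adjusted p = 0.000723). The genes that fell after siPaf1 were Tle2, from 99.4% and 100% upstream to 39.4% and 53.6% (edgeR adjusted p = 0.0141), Gas2l1 (0.0451) and, named after its values were seen, Mvk (0.049). Those that fell after siCdc73 were Tle2, to 54.8% and 60.0%, and Ppp2r1b (edgeR adjusted p = 0.0456).

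**Figure D3:**
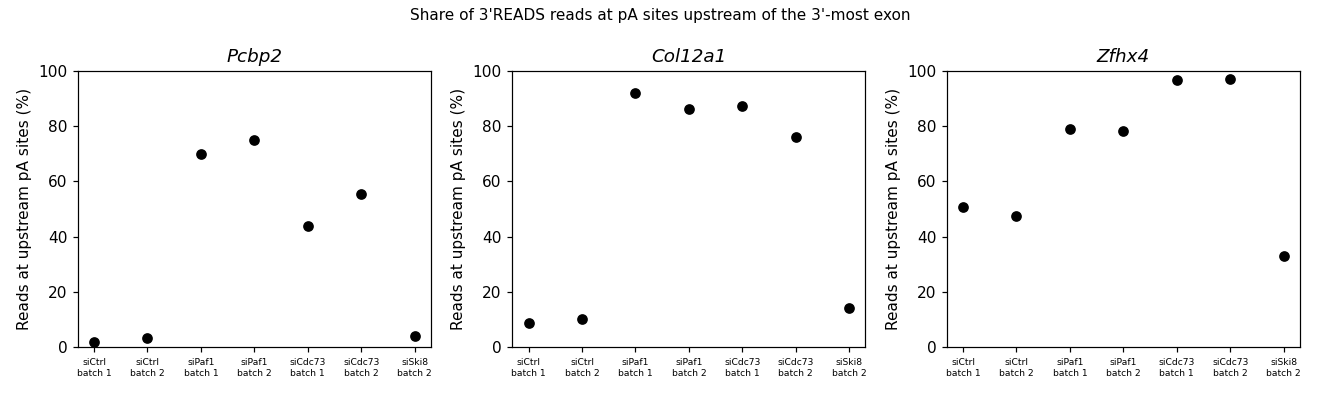
Percent of PASS reads at sites upstream of the 3'-most exon (vertical axis, from 0) for Pcbp2, Col12a1 and Zfhx4 in each of the 7 libraries, with 1 point per library grouped by siRNA. For Pcbp2 the siCtrl libraries stand at 2.10% and 3.52%, the siPaf1 libraries at 69.9% and 74.8% and the siSki8 library at 4.10%.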

In striking contrast, Ski8 knock-down led to considerably less activation of CDS-APA sites (Fig 3C). This result indicates that Ski8 plays different roles in APA than Paf1 and Cdc73. 

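After siSki8, no gene passed the adjusted threshold for CDS-APA, and at an unadjusted p under 0.05 the ratio rose in 15 genes and fell in 18. Under the block 1 gene rose and 1 fell. These were Wdr61 itself and Il12rb1. Wdr61, the siRNA target, had 0 and 5 upstream reads in siCtrl and 9 after siSki8, while its downstream reads went from 48 and 214 to 3 (with the block edgeR adjusted p = 0.00316), and Il12rb1 had an edgeR adjusted p of 0.0322. Fisher's exact test on pooled reads gave 124 genes that rose and 185 that fell. Among the genes called after the other two knockdowns, Pcbp2 stood at 4.10% upstream, a log2 change of 0.59 (standard error 0.81), and Col12a1 at 14.4% (0.69). Zfhx4 stood at 33.1%, a log2 change of -0.96. A direct comparison of the knockdowns, added after the data were examined, tested the difference itself. At an edgeR adjusted p under 0.05 it found 3 genes with a larger rise after siPaf1 than after siSki8 (Fn1, Pcbp2 and Slc38a2), 4 with a larger rise after siCdc73 than after siSki8 (Fn1, Slc30a4, Slc38a2 and Zfhx4), and 0 with the reverse. With the block there were 197 against 29 in the reverse direction for siPaf1, and 217 against 19 for siCdc73.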

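For uaRNAs, 858 genes with at least 10 antisense reads were tested. The median log2 change of the antisense to sense ratio was 0.38 after siPaf1 (0.14 in batch 1 and 0.48 in batch 2), 1.00 after siCdc73 (0.91 and 0.94) and -0.02 after siSki8. The corresponding median of siCtrl batch 2 against batch 1 was -0.53, larger in size than the siPaf1 median. Without siCtrl batch 2, the siPaf1 median was 0.12 and the siSki8 median -0.31, and without the siCdc73 library of batch 1 the siCdc73 median was 0.66. At an adjusted p under 0.05, 1 gene rose after siPaf1, 1 rose and 2 fell after siCdc73, and none changed after siSki8. At an unadjusted p under 0.05, 55 rose and 28 fell after siPaf1, 86 and 14 after siCdc73, and 1 and 5 after siSki8. The blocked fit called more: 16 rose and 8 fell after siPaf1, 30 rose and 5 fell after siCdc73, and Id3 rose and Hspb1 fell after siSki8. The counts were largest with pooled reads and Fisher's exact test, at 230 and 306 genes that rose after siPaf1 and siCdc73 and 45 after siSki8. The gene that rose after both was Id3, with 1 and 4 antisense reads in siCtrl, 87 and 157 after siPaf1 and 52 and 139 after siCdc73. Its log2 change was 4.03 after siPaf1 (standard error 0.83, edgeR adjusted p = 0.0211) and 4.33 after siCdc73 (edgeR adjusted p = 0.00366). It had 7 antisense reads after siSki8, an edgeR adjusted p of 1 without the block and 0.0419 with it. The genes that fell after siCdc73 were Cox7b, from 16 and 36 antisense reads to 0 in both libraries (edgeR adjusted p = 0.00281), and Klhl9, from 76 and 84 to 0 and 5 (edgeR adjusted p = 0.0179).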

We also found that upstream antisense transcripts (uaRNAs) were significantly up-regulated after depletion of Paf1 or Cdc73, but not after silencing of Ski8 (Fig 3D). 

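Antisense sites upstream of genes held 0.160% and 0.138% of the PASS reads in the siCtrl libraries of batches 1 and 2, 0.174% and 0.203% after siPaf1, 0.225% and 0.205% after siCdc73 and 0.141% after siSki8. Sites in the 3'-most exon held 97.4% and 97.7% in siCtrl, 96.5% and 96.7% after siPaf1, 96.7% and 96.9% after siCdc73 and 97.5% after siSki8. For the 93.6% of antisense sites that lay upstream of the annotated TSS and the others alike, reads were summed per gene.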

Note that uaRNAs are generally expressed at much lower levels than sense transcripts, resulting in reduced detection of significantly regulated events, as compared to the occurrence of 3’UTR-APA and CDS-APA, when the same sequencing depth and FDR were used in this analysis (Fig 3B, 3C and 3D).

Using a quantitative reverse-transcription-coupled PCR (qRT-PCR) method, we validated our 3’READS results for several genes (Fig 3E). Importantly, with respect to CDS-APA profiles, when we compared the gene targets de-regulated upon loss of each Paf1C subunit, we found that knock-downs of Paf1 and Cdc73 shared the greater number of common targets as compared to knock-down of Ski8 (Fig 3F). 

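Of the genes called for increased CDS-APA, 31 were shared by siPaf1 and siCdc73. Of the blocked calls 224 were shared, against 1 for siPaf1 and siSki8 and 0 for siCdc73 and siSki8. Only 1 gene was called after siSki8 with the block, so its overlaps could not exceed 1. With pooled reads and Fisher's exact test, 736 genes rose after siPaf1 and 755 after siCdc73, of which 542 were shared. Of the 124 genes that rose after siSki8, 76 were shared with siPaf1 and 80 with siCdc73. The low counts for siSki8 therefore follow in part from its short list. Across genes, the CDS-APA changes of siPaf1 and siCdc73 correlated with r = 0.709, against a mean of 0.515 (SD 0.023) in simulations of unchanged groups that shared the siCtrl libraries. The correlation was 0.29 for siPaf1 and siSki8, where the simulations gave 0.405 (SD 0.030), and 0.277 for siCdc73 and siSki8, where they gave 0.401 (SD 0.024). Values below the simulated level do not decide how similar the knockdowns were, since the simulated groups lack changes specific to a knockdown, which lower r.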

Overall, we found that Paf1 occupancy strongly corresponded with regulation of expression or APA usage after knock-down, with 40 or 46% of target genes showing significant changes, respectively (Fig 3G). This correlation was slightly lower for Cdc73 (35%) and Ski8 (28 or 34%).

GO analysis indicated that genes that exhibited altered APA were enriched for several terms, including RNA splicing and gene silencing by RNA, confirming that Paf1C not only binds, but also regulates, targets involved in these biological processes (S4 Fig). Taken together, these findings suggested a novel role for Paf1C in pA site selection and prompted us to analyze in greater detail the impact of Paf1C subunits on APA.

### Silencing of Paf1C subunits up-regulates TSS-proximal intronic pAs

For regulated CDS-APA events, we focused on intronic pAs (accounting for >94% of the CDS-APA events; S5B Fig), and further examined their locations in genes. 

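In the deposited table, intronic sites made up 94.5% of the pA sites upstream of the 3'-most exon, and 15881 intronic sites fell in an intron of the annotated gene. Among them, 2500 sites of 1732 genes had enough reads to be tested, each against all other reads of its gene. At an adjusted p under 0.05, 44 sites in 43 genes rose and 2 fell after siPaf1, and 87 sites in 82 genes rose and 2 fell after siCdc73. The sites that fell lay in Tle2 after both knockdowns, in Mvk after siPaf1 and in Lrp1 after siCdc73, the latter 2 named after their values were seen. With the batch as a block, 335 rose and 74 fell after siPaf1, and 355 rose and 55 fell after siCdc73. Pooled reads with Fisher's exact test gave 866 sites that rose and 419 that fell after siPaf1, and 914 and 332 after siCdc73. Keeping the sites under 5% of the reads of a gene gave 29 and 1 after siPaf1, and 44 and 3 after siCdc73.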

By dividing each genic region into five equally sized sub-regions, we found that up-regulated CDS-APA sites in both Paf1- and Cdc73-depleted cells were biased toward 5’-most regions (32.4% and 29.1% in Bin 1) as compared to the control (17.2% in Bin 1). Both biases were statistically significant (*p*-value = 4×10^−28^ and 4×10^−19^ for Paf1 and Cdc73, respectively; Fig 4A). By contrast, the bias was very modest for Ski8 depletion (21.7% in Bin 1 and *p*-value = 0.02). 

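Each tested intronic site was placed in 5 sub-regions of equal size between the TSS and the last 3' splice site of its gene. After siPaf1, 27 of the sites that rose were in the 5'-most sub-region, or 61.4% (95% Wilson interval 46.6 to 74.3). After siCdc73, 39 were there, or 44.8% (34.8 to 55.3). Of the 2231 tested sites with a read in siCtrl, 492 were there, or 22.1% (20.4 to 23.8), and of all 8701 intronic sites with a read in siCtrl, tested or not, 19.2%. In the blocked fit the shares were 46.0% (40.7 to 51.3) after siPaf1 and 38.3% (33.4 to 43.5) after siCdc73. Pooled reads with Fisher's exact test gave 32.8% (29.7 to 36.0) and 32.1% (29.1 to 35.2). The intervals cover counting error only.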

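Against the 2231 sites of the siCtrl background, two-sided Fisher's exact tests on the number of sites in the 5'-most sub-region gave p = 3.35e-08 for siPaf1 and 5.54e-06 for siCdc73. For the sites called with the block they gave 5.5e-19 and 2.46e-10, and for those called from pooled reads 1.27e-09 and 7.55e-09. With all pA sites kept and reads pooled, a setting added after the data were examined, they gave 1.53e-34 and 1.08e-24.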

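After siSki8, no intronic site rose at an adjusted p under 0.05 without the block, and 23 rose at an unadjusted p under 0.05, so no share could be given. With the block 1 site rose, in Wdr61 itself, and it was not in the 5'-most sub-region. With pooled reads and Fisher's exact test, 165 sites rose, of which 25.5% were in the 5'-most sub-region (95% Wilson interval 19.4 to 32.6), against 22.1% of the background (two-sided Fisher's exact p = 0.332). With all pA sites kept as well, the share was 26.0% against 19.7% (Fisher's exact p = 0.0499).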

The expression changes for intronic pA isoforms were plotted against their locations within either the first two TSS-proximal introns (+1 and +2, in order), the last two distal introns (-2 and -1), or intervening introns (M, Fig 4B). In the Paf1 knock-down, the first TSS-proximal intron exhibited the most significant increase in pA site usage. 

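By intron position, in genes with at least 5 introns, the 299 sites of the first intron had a mean log2 change of 1.61 ± 0.13 (SEM over sites) after siPaf1. The mean was 1.44 in batch 1 and 1.78 in batch 2. The change is that of the ratio of the site to all other reads of its gene, and sites of 1 gene are not independent. The 268 sites of the second intron changed by 0.84 ± 0.13, about 4 standard errors less. The first intron had the highest mean of the 5 positions in both batches, and it was also the highest, at 1.74, when the change of RPM was taken in place of the ratio.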

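After siPaf1, the 1282 intronic sites in middle introns changed by a mean of 0.33 ± 0.06 on the log2 scale (SEM over sites; 0.37 in batch 1 and 0.28 in batch 2). The 164 sites of the second to last intron changed by -0.15 ± 0.13 (-0.06 and -0.24) and the 202 sites of the last intron by 0.09 ± 0.12 (-0.03 and 0.20), so neither of these means differed from 0 by more than 2 standard errors. Taken as the change of RPM, a measure added after the data were examined, the means were 0.52 ± 0.05, 0.11 ± 0.13 and 0.26 ± 0.11. In this measure the last intron lay above 0 by more than 2 standard errors, with 0.10 in batch 1 and 0.43 in batch 2.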

The occurrence of APA site up-regulation dropped sharply within the middle introns and distal introns. 

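After siCdc73, the mean log2 change of intronic sites was 1.58 ± 0.12 in the first intron (SEM over sites; 1.47 in batch 1 and 1.69 in batch 2), 1.15 ± 0.13 in the second, 0.73 ± 0.06 in middle introns, 0.17 ± 0.15 in the second to last and 0.29 ± 0.12 in the last intron. After siSki8, the means were -0.03 ± 0.09, -0.28 ± 0.10, -0.17 ± 0.05, -0.11 ± 0.11 and -0.22 ± 0.10 from the first to the last intron. Against siCtrl of batch 2 alone they were 0.25, -0.07, -0.06, 0.03 and -0.08.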

Interestingly, a similar correlation was observed after Cdc73, but not Ski8, silencing (Fig 4B). As expected, the CDS-APA profiles of Paf1- and Cdc73-depleted cells were much more similar compared to that of Ski8 knock-down (Fig 4C). Thus, despite the fact that ablation of all three proteins led to widespread transcript shortening, depletion of Paf1 or Cdc73 significantly activated TSS-proximal intronic APA sites, whereas Ski8 knock-down provoked shortening primarily within the 3’UTR (Fig 3B and 3C). 

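With no siCtrl library shared, siPaf1 of batch 1 and siCdc73 of batch 2 had CDS-APA changes that correlated across genes with r = 0.451, and r was 0.442 with the batches exchanged. The same knockdown in batches 1 and 2 gave r = 0.550 for siPaf1 and 0.570 for siCdc73. Between knockdowns, r was 0.138 for siPaf1 of batch 1 and siSki8, and 0.092 for siCdc73 of batch 1 and siSki8. Over the genes with a mean of at least 100 reads, where counting error is smaller, the siCtrl libraries were shared. The correlation there was 0.789 for siPaf1 and siCdc73, 0.275 for siPaf1 and siSki8, and 0.242 for siCdc73 and siSki8. Unchanged groups were not simulated for these genes, so the part that comes from the shared libraries is not known.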

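The 3'UTR-APA changes of the knockdowns were also compared directly, a test added after the data were examined. No gene passed an edgeR adjusted p under 0.05 without the block. With the block, the proximal to distal ratio was higher after siPaf1 than after siSki8 in 56 genes and lower in 75, higher after siCdc73 than after siSki8 in 16 and lower in 14, and higher after siPaf1 than after siCdc73 in 26 and lower in 69. From the shortening seen after all knockdowns, the activated intronic sites near the TSS after loss of Paf1 or Cdc73 and their low number after loss of Ski8, the paper reasons that loss of Paf1 or Cdc73 activated intronic sites near the TSS, that loss of Ski8 shortened transcripts primarily within the 3'UTR, and that the subunits have specific roles.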

Our results thus suggest a novel, genome-wide role for Paf1C as a suppressor of APA and further reinforce our conclusion regarding subunit-specific roles in gene regulation.

**Fig 4:**
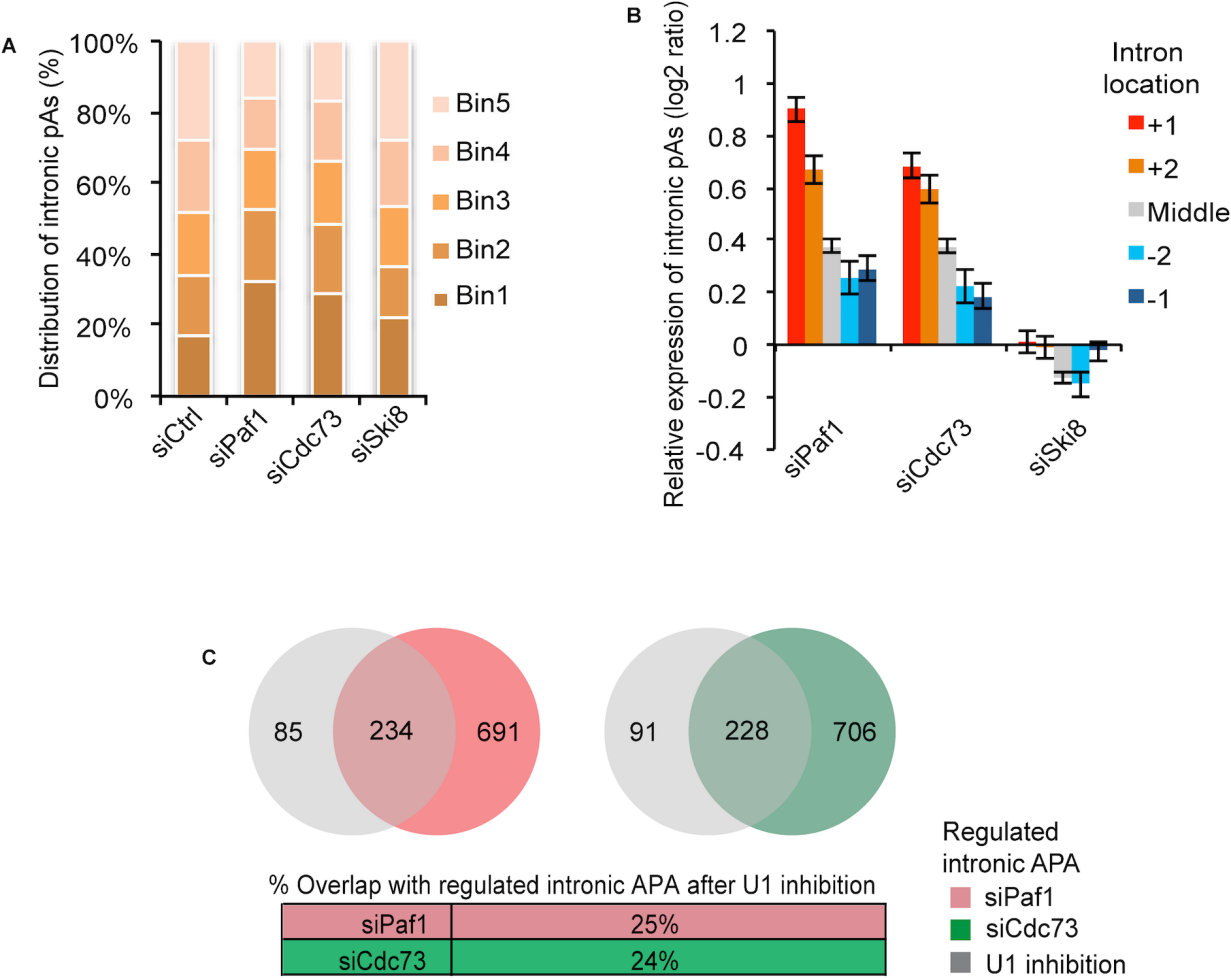
Depletion of Paf1, Cdc73 but not Ski8 leads to prevalent activation of TSS-proximal intronic APA sites. **(A)** Up-regulation of intronic APA sites is biased toward the TSS after depletion of Paf1 or Cdc73, but not Ski8. Regions between TSS and the 3'-most splice site were divided into 5 equally-sized bins. “siCtrl" indicates the background distribution of intronic pAs whose usage was detected in control cells. The distribution of up-regulated intronic pAs in knock-down samples were compared to background. The *p*-values (Fisher’s exact test) for the percentage of pAs in Bin1, the 5’-most bin, for each depletion and control pair are 4x10^-28^, 4x10^-19^, and 0.02 for siPaf1, siCdc73, and siSki8, respectively. **(B)** TSS-proximal intronic pAs are more strongly activated as compared to downstream intronic pAs. +1, +2, middle, -2 and -1 introns are the first, second, middle (not first two or last two), second to the last, and the last introns, respectively. The error bar represents standard error of mean for all analyzed pAs in a given intron group. Expression changes are log2(ratio) of PASS reads in knock-down sample vs. control sample. **(C)** Top, Venn diagrams depicting overlap of genes with regulated intronic pAs between Paf1- or Cdc73-depletion and U1 inhibition. Bottom, data are shown in percentage of overlap.

Recent studies have established that U1 snRNP, beyond its role in splicing, can suppress APA by preventing usage of proximal, cryptic pA sites [44–46]. Global analysis of the effect of suppression of U1 function in C2C12 myoblasts indicated that pA usage was preferentially up-regulated within the first two introns [43], similar to our findings in Paf1- and Cdc73-ablated cells. Therefore, we compared the set of genes regulated by U1 inhibition with targets showing aberrant intronic APA after Paf1 or Cdc73 depletion. Interestingly, we found that the lists of genes were largely non-overlapping (Fig 4C), since the majority of Paf1 or Cdc73 targets (75 or 76%, respectively) were not regulated by U1 inhibition. Although further studies are required, these results suggest that Paf1C-dependent mechanisms governing the regulation of CDS-APA may be largely distinct from U1-mediated suppression of cryptic, proximal pA site usage, possibly because the latter involves the interaction between U1 snRNA and 5’ splice site sequences, but the former does not.

### Paf1C is highly enriched on genes that are shortened upon Paf1 depletion

To probe the mechanisms behind transcript shortening resulting from CDS-APA in Paf1- depleted cells, we first examined the enrichment of Paf1C subunits on the corresponding genes in wild-type myoblasts. Genes that showed significant up-regulation of CDS-APA sites were compared with all other classes, including clusters that are not affected or that exhibited down-regulation, as well as genes that are not expressed or expressed at low levels. We examined the average distribution profiles for all six Paf1C subunits on regions spanning from 3 kb upstream of the TSS to 3 kb downstream of the TES. In general, Paf1C subunits were depleted from the bodies of genes exhibiting low expression (Fig 5A). In contrast, we found that all six Paf1C subunits were enriched on genes producing prematurely shortened transcripts in the Paf1 knock-down (Figs 5A and S5C). A similar enrichment of Paf1C subunits was also observed on genes exhibiting changes in APA sites after silencing of Cdc73. Importantly, however, this effect was subunit-specific, since we did not observe enrichment for any Paf1C subunits on genes exhibiting changes in CDS-APA upon Ski8 silencing (Figs 5A and S5C). These results are consistent with the observation that Ski8 ablation resulted in substantially less regulation of TSS-proximal pA sites than Paf1 and Cdc73 depletion. We also investigated Paf1C occupancy around 3’UTR pA sites, since depletion of all three Paf1C subunits resulted in significant 3’UTR shortening (Fig 3B). In contrast with our observations on CDS-APA sites, we found that all Paf1C subunits, including Ski8, were enriched around 3’UTR pA sites on genes that exhibited 3’UTR shortening after depletion of Paf1, Cdc73, or Ski8 (Figs 5B and S5D). Altogether, these data suggest a potential protective mechanism, whereby occupancy by Paf1C serves to prevent 3’ end processing at proximal pA sites. Further, these results suggest diversification of function within the Paf1C complex: on one hand, Paf1 and Cdc73, but not Ski8, are critical for directly regulating usage of TSS-proximal pA sites, whereas APA at distal sites (3’UTR) may be regulated by a distinct complex that minimally includes Paf1, Cdc73, and Ski8.

**Fig 5:**
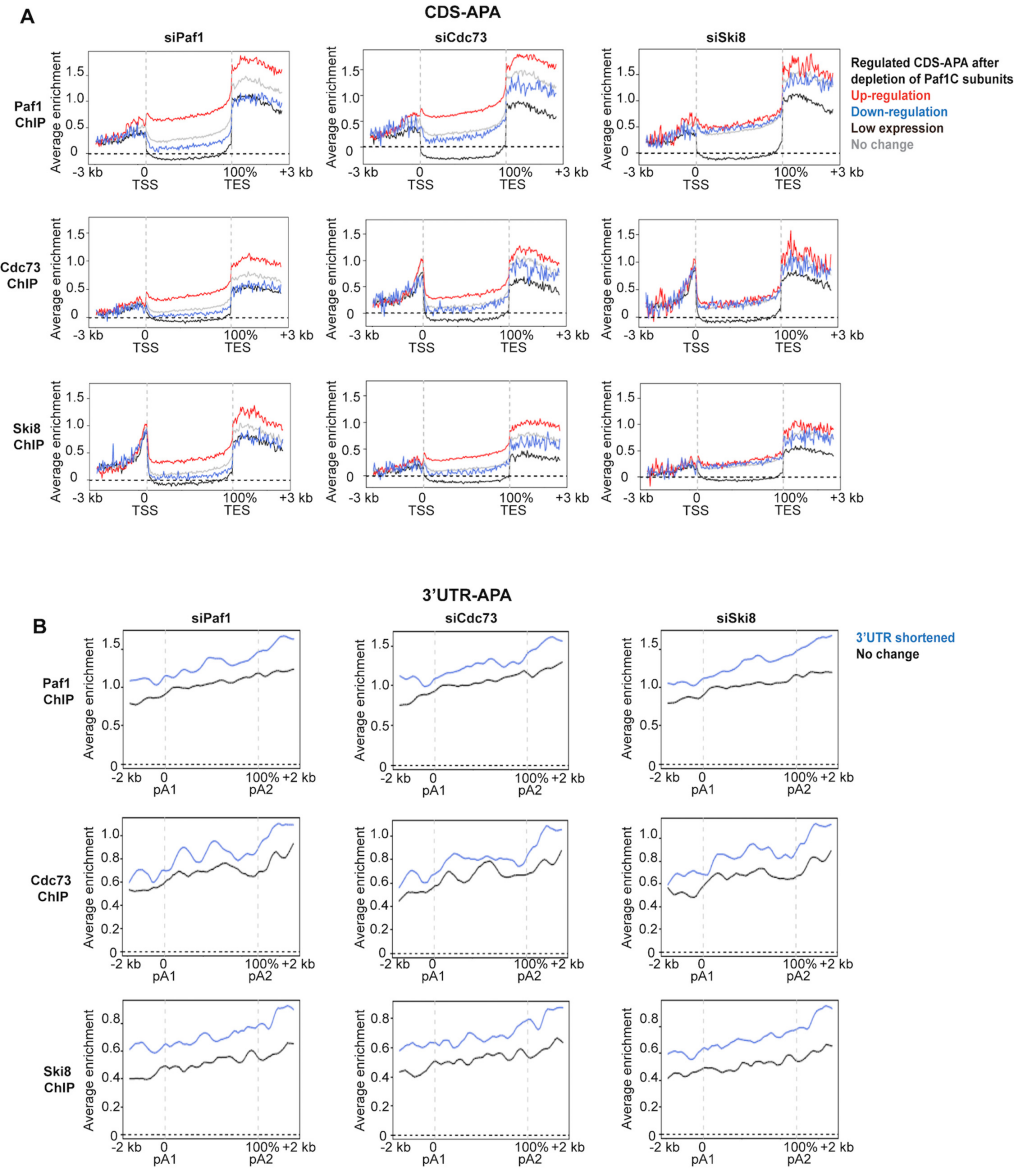
Chromatin occupancy of Paf1C correlates with APA regulation after depletion of Paf1C subunits. **(A)** The average enrichment profiles of Paf1, Cdc73, and Ski8 were plotted on genes that showed regulated, low-expressed, or unaffected CDS-APA after depletion of Paf1, Cdc73 or Ski8. A region from 3 kb upstream of TSS to 3 kb downstream of TES was analyzed. **(B)** The average enrichment profiles of Paf1, Cdc73, and Ski8 were plotted over genes that showed shortening or unaffected length of 3’UTR after depletion of Paf1, Cdc73, or Ski8. A region from 2 kb up-or downstream of the two most regulated 3’UTR pA sites was analyzed (A distance between the proximal and distal pAs greater than 1 kb was required).

### Loss of Paf1 leads to PolII and CPSF100 accumulation

To further examine the distinct roles of Paf1 and Ski8 in transcription and 3’ end processing, we performed ChIP-seq on PolII, since its occupancy of gene bodies is a measure of transcriptional elongation. Interestingly, genome-wide comparison of its enrichment after Paf1 and control siRNA treatments indicated that PolII strongly accumulated on genic regions after Paf1 depletion (Fig 6A). By meta-gene analysis, we found that depleted cells exhibited substantial PolII enrichment over the entire gene body and up to several kb downstream of the TES (Fig 6A). In striking contrast, no differences in PolII enrichment were observed after Ski8 ablation (Fig 6A). We confirmed that PolII was indeed significantly enriched on a subset of genes using qChIP (Figs 6B and S6B). In addition, we found that the C/P factor CPSF100 was enriched on a subset of genes after Paf1 depletion (Fig 6C), although its protein levels were not altered (S6A Fig), confirming the enhancement of C/P activity within these TSS-proximal regions.

**Fig 6:**
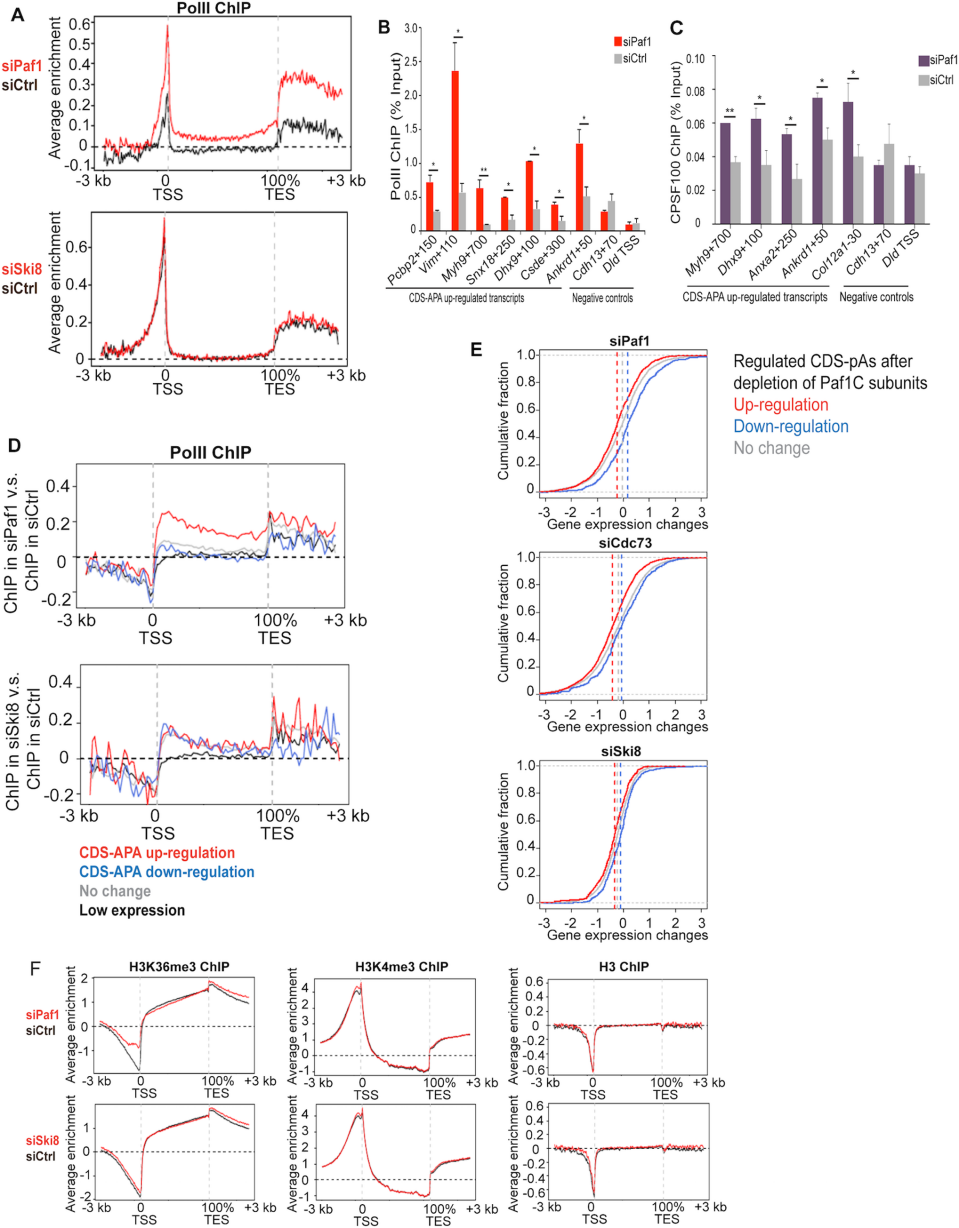
Paf1, but not Ski8, depletion leads to strong accumulation of PolII downstream of the TSS of genes with up-regulated intronic APA. **(A)** The average enrichment profiles of PolII after depletion of Paf1 or Ski8. A region from 3 kb upstream of TSS to 3 kb downstream of TES of all RefSeq genes was analyzed. (**B and C**) qChIP analysis and genome browser tracks demonstrate increased PolII and CPSF100 occupancy, respectively, immediately downstream of the TSS of genes that showed CDS-APA up-regulation after Paf1 depletion. In **(B)**, qChIP data obtained using two different anti-PolII antibodies were averaged. Genes with CDS-APA unaffected by Paf1 depletion are shown as controls. **(D)** The ratio of PolII ChIP-seq signals in Paf1 versus control siRNA-treated cells was plotted over genes that exhibited low or undetectable expression or that were unaffected or showed CDS-APA regulation after depletion of Paf1 or Ski8. A region from 3 kb upstream of TSS to 3 kb downstream of TES was analyzed. **(E)** Cumulative Distribution Function (CDF) curves indicate significant decrease in the levels of gene expression with up-regulated CDS-APA after subunit depletion. The *p*-values were calculated based on Wilcoxon Rank Sum Test by comparing the up- or down-regulated (red or blue line, respectively) to the unaffected CDS-APA events (gray line). Specifically, in Paf1 knock-down, *p* = 5x10^-20^ and *p* = 8x10^-23^, respectively; in Cdc73 knock-down, *p* = 4x10^-35^ and *p* = 1x10^-4^, respectively; and in Ski8 knock-down, *p* = 5x10^-7^ and *p* = 2x10^-8^, respectively. Median values were indicated as vertical dotted lines. The x-axis represents the log_2_ ratio of RPKM (reads per kilobase per million) values between knock-down and control samples. **(F)** The average enrichment profiles of H3K4me3, H3K36me3, and histone H3 density after depletion of Paf1 or Ski8 are shown. Regions from 3 kb upstream of TSS to 3 kb downstream of TES of all RefSeq genes were analyzed.

To further probe the correlation between changes in PolII occupancy and transcript shortening, we calculated the ratio of PolII ChIP-seq signals in Paf1 versus control siRNA-treated cells, focusing on groups of genes whose CDS-APA were up-regulated, down-regulated, or unaffected. Importantly, the highest ratio of the average PolII enrichment was observed on the group of genes that exhibited transcript shortening in the Paf1 knock-down, with the strongest accumulation occurring within the first ~10% of the gene body (Fig 6D). The prominent enrichment of PolII on genes exhibiting CDS-APA activation after Paf1 depletion prompted us to investigate the level of gene expression using RNA-seq data. 

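RNA-seq counts were compared between genes called for increased CDS-APA and genes without a call. After siPaf1, the 25 called genes with RNA-seq values had a median log2 fold change that differed by -0.07 from that of 829 other genes (-0.13 in batch 1 and -0.08 in batch 2). This lay at percentile 22.8 of 10000 random lists of the same size matched on expression. After siCdc73, the difference was 0.13 for 36 genes (percentile 54.4), and after siSki8 there were no called genes. With the batch as a block, 165 genes gave -0.08 after siPaf1 (percentile 0.30) and 173 genes gave 0.19 after siCdc73 (percentile 98.4). The CDS-APA calls from pooled reads by Fisher's exact test gave -0.10 for 373 genes after siPaf1 (percentile 0.01), 0.06 for 362 genes after siCdc73 (percentile 62.4) and -0.28 for 59 genes after siSki8 (percentile 0.55), which was -0.07 without siCtrl batch 1, that is against siCtrl of its own batch. The RNA-seq counts cover the coding region, so reads of isoforms that end in an intron are counted up to that intron.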

Interestingly, cumulative distribution plots showed that genes that displayed CDS-APA activation were associated with decreased expression (all isoforms included), despite the elevated PolII occupancy (Fig 6E). These observations suggest that in the absence of Paf1, PolII progression is impeded, which could lead to increased pausing of PolII, a decrease in the rate of transcription, and stimulation of CDS-pA site usage. Given the association between PolII progression and specific histone modifications as well as the involvement of Paf1C in the deposition of histone modifications, we used ChIP-seq as an unbiased approach to determine whether histone modifications are globally altered after Paf1 ablation (Fig 6F). We did not examine H2Bub, given its wholesale loss upon silencing several Paf1C components (Fig 1C). However, we did not observe significant alterations in H3K4me3 or H3K36me3 genome-wide, consistent with results showing little impact on either modification globally (Fig 1C). Similarly, Ski8 knock-down produced no significant alterations in either of these marks. We conclude that Paf1C depletion is associated with the loss of H2Bub, but that other histone modifications, including H3K4me3 and H3K36me3, are not globally impacted, despite increased PolII occupancy.

## Discussion

Here, we provide the first comprehensive analysis of mammalian PAF complex occupancy across the genome. In addition, our studies report the localization and function of this complex in normal mammalian cells, distinguishing it from others that were performed largely in yeast or human cancer cells. Based on our biochemical and genome-wide analyses in skeletal muscle cells, our data suggest that the PAF complex could be modular, with potentially distinct sub-complexes acting at discrete genic regions. Indeed, our data and those obtained in cancer cells suggest that Rtf1 could integrate into Paf1C transiently, forming a distinct module with alternative functions and the potential to regulate distinct genes (Figs 1 and 2; [7]). Moreover, our genome-wide analysis of histone modifications in Paf1- and Ski8-depleted cells led to the surprising conclusion that this factor may not play a predominant role in the deposition of H3K4 or H3K36 tri-methylation in mouse muscle cells. When taken together with our genome-wide ChIP-seq studies, these findings reinforce the notion that Paf1C could play distinct roles in yeasts and in mammalian cells, although additional studies will be needed to determine whether our findings can be generalized to other mammalian cell types.

Most importantly, our functional analyses suggest a novel model in which Paf1C plays a pivotal role in linking PolII progression with pA site selection (Fig 7) and suggest that accumulation of RNA polymerase II in the absence of Paf1C function could be mechanistically coupled to proximal pA usage. Links between PolII pausing and C/P have been reported (reviewed in [47]). For example, PolII pausing is associated with pA recognition and recruitment of C/P factors [48], and further, PolII pausing generates elevated levels of Ser2 phosphorylation of the CTD, which enables recruitment of C/P factors [49]. Our studies add a new dimension to an expanding list of functions performed by this complex transcription factor.

**Fig 7:**
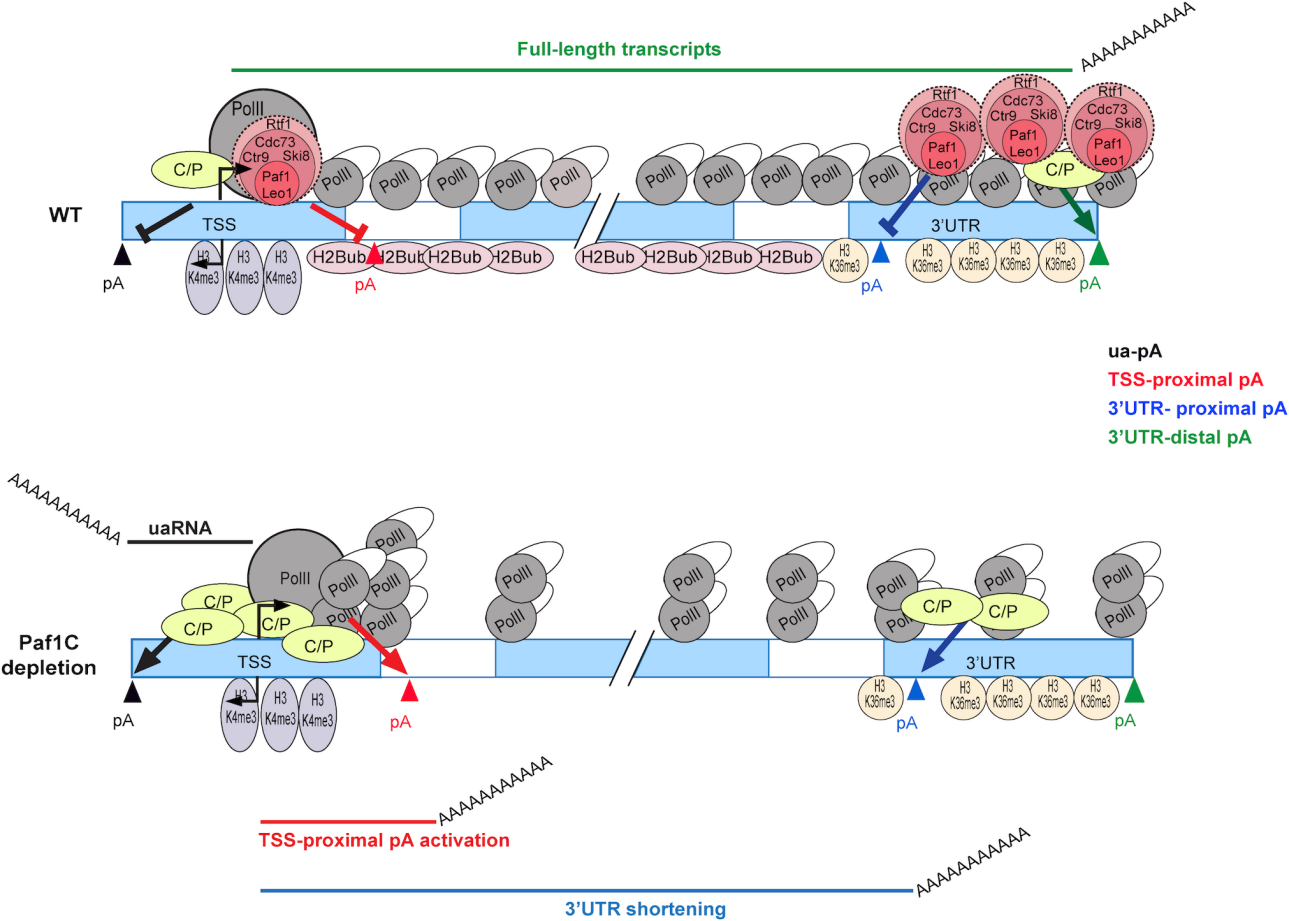
A model depicting the role of Paf1C in regulation of PolII progression and APA. Prevalent transcript shortening and increased production of upstream antisense transcripts occurs after depletion of Paf1C subunits. See text for details.

We observed increased cross-linking of PolII on gene bodies after depletion of Paf1, which would appear similar to observations described recently [50]. However, we observed decreased transcription of genes exhibiting CDS-APA activation after depletion of Paf1, suggesting that Paf1C functions as a positive elongation factor on these genes, reminiscent of findings in yeast, whereas Chen *et al*. [50] showed that ablation of Paf1 leads to increased transcription of many genes. Furthermore, Chen *et al*. observed the most pronounced accumulation of PolII at TSS-proximal regions after Paf1 depletion, whereas we observed enhanced PolII levels throughout the entire body of genes exhibiting changes in both classes of pA sites (3’UTR- and CDS-APA) (Figs 6D and S6C). There are numerous experimental differences that could explain these diverse observations. First, our conclusions are based on the group of genes exhibiting changes in APA, whereas Chen *et al*. focused on the set of genes enriched for paused PolII at the TSS. Second, Chen *et al*. performed their studies in human cancer cells, whereas our work involved mouse skeletal muscle. Apart from these technical differences, we believe that our findings could reflect distinct mechanisms, wherein Paf1C plays multiple roles in elongation: one function could include that described by Chen *et al*., namely, a negative role at the promoters of paused genes and a positive role over gene bodies. Thus, Paf1 could function through distinct mechanisms to mediate PolII pausing at the TSS and gene body. This could explain the distribution of PolII that we observe in Fig 6. It will be important to explore these mechanistic differences in the future by comparing distinct groups of genes (such as those that exhibit APA and pausing versus those that do not) using multiple cell types.

Since APA involves kinetic competition between different pA sites, it is conceivable that PolII elongation rate can impact pA choice. Indeed, alteration of PolII elongation rate has been implicated in APA [51]. A key question therefore is whether Paf1C-mediated APA regulation is a mere reflection of enhanced PolII pausing or slower elongation rate after Paf1 ablation. Evidence from previous studies and this work argue against this notion: First, we and others have observed robust interactions between C/P factors and Paf1C subunits in the absence of factor ablation [11, 38], suggesting an active role for Paf1C in pA choice. In addition, depletion of Ski8 led to changes in pA site usage within the 3’UTR without affecting the distribution of PolII (S6C Fig). These observations suggest that PolII pausing/elongation rate is not an obligatory feature of APA within our experimental system.

Intriguingly, CDK9, a kinase associated with P-TEFb and the Super Elongation Complex (SEC) known to phosphorylate Ser2 of the PolII CTD, is required for maintaining global levels of H2Bub, and its ablation led to altered 3’ end processing and enhanced read-through to an alternative pA site at replication-dependent histone genes, which are not normally polyadenylated [15]. The relationship between Paf1C and PolII elongation is complex, as noted previously, but it is clear that the activities of CDK9 and Paf1C are functionally intertwined. For example, suppression of CDK9 led to the loss of H2Bub and reduced Paf1 recruitment at a replication-dependent histone gene in mammalian cells [15]. Intriguingly, in fission yeast, mutations in PAF gene phenocopy *cdk9* loss-of-function, and PAF recruitment required CDK9 activity [16], in part because CDK9-mediated phosphorylation of Spt5, a component of the DRB-sensitivity inducing factor (DSF), promoted recruitment of Rtf1. Studies in HeLa cells further suggested that Paf1 plays an essential role in bridging CDK9 with PolII and recruiting CDK9 to genes [52], and ablation of the Ctr9 subunit of Paf1C led to reduced CDK9 recruitment [53]. In contrast, recent work in cancer cells and flies showed that depletion of Paf1 led to dramatic enhancement of CDK9 recruitment, coincident with release of paused PolII and increased phosphorylation of Ser2 on the CTD [6]. Since CDK9 phosphorylates PolII Ser2, and this modification stimulates recruitment of cleavage and polyadenylation factors, future studies will be needed to examine the interplay and potential mechanistic connections between H2Bub, CDK9 recruitment and activity, PolII progression, and Paf1C regulation of APA.

Our work has vastly extended previous studies to show that Paf1C is able to suppress both APA and upstream antisense transcription. We propose a model in which Paf1C regulates mRNA processing through direct control of RNA polymerase II progression during elongation and indirectly via expression of a cohort of cleavage and polyadenylation proteins (Fig 7). It will be interesting to examine the role of Paf1C in the regulation of upstream antisense transcription and to determine whether this activity is coordinated with histone modifications and exosome function.

Aspects of Paf1C-mediated APA regulation are reminiscent of recent results in which nuclear poly(A) binding protein (PABPN1), a factor involved in stimulating poly(A) polymerase and controlling poly(A) length, were ablated, triggering activation of TSS-proximal APA and shortening of 3’UTRs [43, 54, 55]. Interestingly, PABPN1 levels are increased during muscle regeneration, suggesting that this factor may have a role in repair of muscle tissue [56]. Moreover, trinucleotide repeat expansion of the PABPN1 gene is associated with oculopharyngeal muscular dystrophy (OMPD) [57]. OMPD mutations result in altered APA, suggesting that PABPN1 can suppress APA [54]. Future studies will be required to determine whether such a regulatory mechanism could be co-opted or subverted in physiological or patho-physiological settings, respectively.

## Materials and Methods

### Cell culture

C2C12 myoblasts (Sigma) were grown and induced to differentiate into myotubes as described [58]. Stable cell lines ectopically expressing Flag-tagged Cdc73, Rtf1, and Ski8 were generated by cloning cDNAs from Open Biosystems into pBabePuro as described [59]. For transient transfection of siRNA, cells were seeded at 10^4^ cells cm^−2^ for 48 h transfection. 5 μl RNAiMax in 2 ml medium and 50 nM siRNA were applied to cells by using fast-forward method. siRNA target sequences are listed below.

siPaf1: GCUAUGAGGAGAACUAUUU

siCdc73: GAUCCUACAUUGCGUACAA

siSki8: GGUGUUGAAUGUUGCGUUC

### Statistical analysis

All qChIP and RT-qPCR experiments were repeated at least twice independently except as noted, and the data are presented as mean ±SD and ± SEM for two and three or more repeats, respectively. Statistical significance was determined using Student’s t test, and is presented as *p < 0.05 or **p < 0.01.

### Antibodies used in this study

1. Ab: Paf1; Source: Affinity purified from Paf1 anti-serum [2]; Application: ChIP, IP and western blotting.
2. Ab: Leo1; Source: A300-175A-1, Bethyl; Application: ChIP, IP and western blotting.
3. Ab: Cdc73; Source: A300-170A (Lot # A300-170A-2) Bethyl; Application: ChIP, and IP.
4. Ab: Cdc73; Source: Kind gift from the Handa lab [4]; Application: western blotting.
5. Ab: Ctr9; Source: A300-BL679, Bethyl; Application: ChIP and western blotting.
6. Ab: Ctr9; Source: A301-395A, Bethyl; Application: IP and western blotting.
7. Ab: Rtf1; Source: A300-179A (Lot # A300-179A-1), Bethyl; Application: ChIP, IP and western blotting.
8. Ab: Ski8; Source: Affinity purified from Ski8 anti-serum [2]; Application: ChIP and western blotting.
9. Ab: RNA PolII; Source: Kind gift from the Bentley lab [60]; Application: ChIP.
10. Ab: RNA PolII; Source: 8WG16, Covance; Application: ChIP.
11. Ab: CPSF100; Source: Kind gift from the Manley lab; Application: ChIP and western blotting.
12. Ab: H3; Source: ab1791, Abcam; Application: ChIP and western blotting.
13. Ab: H3K4me3; Source: 39159, Active Motif; Application: ChIP and western blotting.
14. Ab: H3K36me3; Source: Ab9050, Abcam; Application: ChIP and western blotting.
15. Ab: H2Bub; Source: pw8810, Biomol International; Application: Western blotting.
16. Ab: α-tubulin; Source: T5168, Sigma; Application: Western blotting.

### Preparation of solubilized chromatin fraction and immunoprecipitation

A solubilized chromatin fraction was prepared as described [61]. Briefly, cell pellets were resuspended in buffer A (10 mM HEPES pH 7.9, 10 mM KCl, 1.5 mM MgCl2, 0.34 M sucrose, 10% glycerol, 1 mM dithiothreitol (DTT), and protease inhibitors (aprotinin, leupeptin, pepstatin A, and phenylmethyl sulphonyl fluoride)), supplemented with Triton X-100 (0.1%), and incubated on ice for 5 minutes. The nuclear pellet was separated from the cytoplasmic fraction, washed once with buffer A, and collected by centrifugation. Nuclei were lysed with buffer B (3 mM EDTA, 0.2 mM EGTA, 1 mM dithiothreitol (DTT), and protease inhibitors (aprotinin, leupeptin, pepstatin A, and phenylmethyl sulphonyl fluoride)). The solubilized chromatin fraction was separated from nucleoplasm by centrifugation at 2250 g for 4 minutes at 4°C, washed once with buffer B, and collected by centrifugation. For immunoprecipitations, the chromatin pellet was resuspended with binding buffer (20 mM Hepes pH7.9, 100 mM potassium chloride, 0.2 mM EDTA, 20% glycerol, 0.5 mM dithiothreitol (DTT), and 0.5mM AEBSF). 1 mg of protein was immunoprecipitated, and antibody-protein A sepharose beads were washed three times with buffer (50 mM Hepes pH7.9, 250 mM sodium chloride, 5 mM EDTA, 0.50% NP-40, and 10% glycerol) prior to SDS–PAGE and immuno-blotting.

### ChIP and ChIP-seq

ChIP was performed as described [62], followed by real-time quantitative PCR as described [63]. All primer sequences are listed below. ChIP-seq experiments in wild-type C2C12 and in Paf1C-depleted cells were performed as described [64] and [65], respectively. C2C12 histone modification (H3K4me3, H3K36me3, and H2Bub), PolII, and Spt6 data were previously published [63].

Primers for qChIP:

Spp1+1000F: TGAAATTGCCCTTTTCCTTG

Spp1+1000R: GCACCACTAGATCACCACCA

Ran+1500F: ATGCTCACGTGCTTCCTCTT

Ran+1500R: CTGGCCCATCAAAGTTCATC

Myog_+350_F: GAAAGTGAATGAGGCCTTCG

Myog_+350_R: AGGCGCTCAATGTACTGGAT

Myh3+25K F: GGTCCAGGAAGTGTCTCTGC

Myh3+25K R: CAGGAGGTCTTGCTCACTCC

mmGenedesert ChIP 5´: CCTCTGTAGCTGCCTCTCGT

mmGenedesert ChIP 3´: GTGTTGGGCAAGACTCTGCT

Pcbp2+150 F: CTCCCCTTTTCCCCTCAGTC

Pcbp2+150 R: AAGAAGGATGTCACGAGTGG

Vim+110F: TCCCTTGTTGCAGTTTTTCC

Vim+110R: GGTAGGAGGACGAGGACACA

Myh9+700F: TCCAAGGTTGAATGAGGTCAG

Myh9+700R: TCAGAGTGCGTGGGAAAAG

Snx18+250F: CTCGCTGCACAGGCTCAG

Snx18+250R: CGGGCGCTCTACGACTTTA

Dhx9+100F: CTTACCCTCCTCCGCTTTTC

Dhx9+100R: GTGTGTTCTTTCGCCGTTCT

Csde1+300F: AGGCGTCCCTTTTTCACC

Csde1+300R: CTGGCCTCACCTCCTCACTA

Ankrd1+50F: CATACCAGCTCCTCTACTCTCAG

Ankrd1+50R: CAGGGGTTCATCCACAAGAG

Cdh13+70F: GGCTCCCACGGAAAATATG

Cdh13+70R: GAGTTCTCGGCTGCATCTTG

Dld TSS F: GCTGAACGCCTGGTAAGACT

Dld TSS R: GACGAAGCGACCGGAAAG

Anxa2+250F: CAAAGTGTCCCGCAAGTGAC

Anxa2+250R: GAAACCTCAAGGGGAAGCAC

Col12a1-30 F: TACGAAACGCCTGAGAAGGT

Col12a1-30 R: TGCACACGTTCCCAAAAGTA

### Analysis of RNA and transcript length

Total RNA extraction and cDNA synthesis using anchored oligo d(T) primers have been described previously [64]. Primers designed to distinguish total transcripts and full-length transcripts are listed below. We calculated the relative abundance of full-length transcripts after depletion of Paf1C subunits as follows (adapted from [66]) First, the ratio between the full-length and total transcripts were determined individually for siPaf1C and siCtrl depleted cells by comparing qPCR threshold cycles, and then the ratio obtained from Paf1C-depleted cells was divided by the ratio obtained from siCtrl cells to determine the relative abundance of the full-length transcripts after depletion of Paf1C subunits.

For RNA-seq, ribosomal RNA was removed using RiboMinus Eukaryote System v2 (Ambion) (Invitrogen, A15026), and strand-specific cDNA library preparation and sequencing were performed as described [67]. 3’READS was performed as described [34].

Primers for RT-qPCR:

Tomm20_M-150F: TCAGGCAAACATGCAAATTC

Tomm20_M-150R: GGGTGTTCCATCTCAGCATT

Tomm20_L-150F1: TGGAAGAAGAAATGGGTGTG

Tomm20_L-150R: AATAATGCTGATGGCGCTCT

Ddx46_M-150F: TACCCCATACCCATCCAAAA

Ddx46_M-150R: CAAAATTCCAATGTCTTCCAGA

Ddx46_L-250F: CCCGGAAACTCCATACTGGT

Ddx46_L-250R: CACAAACAGAAAACGTGATACGA

Pdcd6ip_F-150F: AAATCAATAAACCAAAAGAGAAAGAAA

Pdcd6ip_F-150R: TAAGATGCAGTTGGGACAAAGA

Pdcd6ip_L-150F: TTTTCCCCCTAAGAGAAATGAA

Pdcd6ip_L-150R: TTATCACACCGGAGATTTTAGATT

B3galtl_F-150F: AGGGAAACTGGGAAAAATCG

B3galtl_F-150R: GGTGGGCTAAAATAGGCACA

B3galtl_L-150F: GGCTTTGTTCCTGCTGTCTT

B3galtl_L-150R: GGTGACTTGTTTAGAGGGCTTG

Gpc6_ex1_F: CTCTCACTGGCTCCCTCAGT

Gpc6_ex1_R: GTGTGTGCGTGGAGGTATGT

Gpc6_L_F2: CATGAGCAACACCTTAACGA

Gpc6_L_R1: TGCACACATTTATCCTGCAC

Arsk_F-130F: TGATGGACAGAAGCAGACACTT

Arsk_F-130R: CCGGATGAGCTAACAAACATT

Arsk_L-350F: GACTGGGTTGGGCTGCTA

Arsk_L-350R: ATTGGCAGAGAGATCCAAGG

Dld_F F: CATTGACTCGTTTCCAATATGA

Dld_F R: TTGACAGGAAGGAGCTGGAA

Dld_L F: TGGTGTCTTCATTCCCTGGT

Dld_L R: TTGCTGGCAGTTTAAGAGGT

Cdh13_ex1_F: GGCTCCCACGGAAAATATG

Cdh13_ex1_R: ACAGGGTGAGCGGAGTTCT

Cdh13_L_F: GTTTCAACCCCACACACAGT

Cdh13_L_R: GCGGAAGGCAAACTCAAA

Zfhx4_I F1: AAGTGTTAAAGGGTGCAAGGAA

Zfhx4_I R1: TTCTGTTTGGGTCATTCTTGTTT

Zfhx4_S F1: GATGTCTCAAATGCACCGTA

Zfhx4_S R1: CCAGAAGAATAAGTTCAAATACCATC

Col12a1_5'-Exon1F: CCGCTCCCTCTGTCACCT

Col12a1_5'-Exon1R: GGGAAGCCTGGTCTGCAT

Col12a1_L F1: TCAGTAGTTTTATTGAAAAATGCCTCT

Col12a1_L R1: AGAATTGCTGCTTTTATATTTTAACTG

Pcbp2 Exon5 F: GGTGCACGTATCAACATCTCA

Pcbp2 Exon5 R: AAGGCTTTGAAGATGGCATT

Pcbp2 Exon14 F: CGCCAAAATCAATGAGATCC

Pcbp2 Exon14 R: ATGGTAACCTGCCGATCAGT

Myh9_ex1_F: CTTCCGAGTGGACTTTCTCG

Myh9_ex1_R1: CTCAAGAACCTGACCTGCTG

Myh9_L_F: TGACGCTCAGTGGAAACATC

Myh9_L_R: AAAGGCGCTGTCATAAAGGA

Vim_ex1_F: CCTCATTCCCTTGTTGCAGT

Vim_ex1_R: GAGGACACAGACCTGGTAGACA

Vim_L_F: CAGCTTTCAAGTGCCTTTACTG

Vim_L_R: CGTCTTTTGGGGTGTCAGTT

Irs1_ex1_F: CGATTCCCGAGGCAAATTA

Irs1_ex1_R: GAGGAGAAGGAGGAGGGAGA

Irs1_L_F: CCAGACAGAATTGGGGGTAA

Irs1_L_R: TTTAGACGTGTTTCACTTTTCCAA

### RNA-seq data analysis

Reads were mapped to the mouse genome (mm9) using bowtie2 (local mode). Uniquely mapped reads with MAPQ score>10 were used. RefSeq gene model was used to calculate gene expression level. For protein-coding genes, only reads mapped to coding region were used to eliminate the effect of 3’UTR-APA in gene expression calculation. Reads per kilobase per million total uniquely mapped reads (RPKM) value was calculated to reflect gene expression level. Significantly regulated genes were selected based on these criteria: >1.4-fold difference of RPKM between Paf1C siRNA treated cells and siRNA control cells and *p-*value<0.01 (Fisher’s exact test).

### 3’READS and data analysis

3’READS library preparation was carried out as previously described [34, 43]. 3’READS reads were mapped to the mouse genome (mm9) using bowtie2 (local mode). Uniquely mapped reads (with MAPQ score > 10) that had at least two additional 5’ Ts not aligned to genome (presumably derived from the poly(A) tail) were named pA site supporting (PASS) reads and were used to calculate pA isoform expression. pA isoforms expressed below 5% of all isoforms of a gene were discarded. Significantly regulated APA events were identified by the Significance Analysis of Alternative Polyadenylation (SAAP) method [43]. 3’UTR-APA was based on comparing the two most abundant pA isoforms in the 3’UTR of a gene. CDS-APA was assessed by comparing all isoforms with pAs in upstream exon/intron regions versus all isoforms with pAs in the 3’-most exon of a gene. uaRNA regulation was based on comparing upstream antisense PASS reads within 2 kb from the TSS versus all sense strand reads. To study regulation of individual pA isoform, each isoform was compared to all others combined of the same gene. FDR = 0.05 (SAAP) was used to select significantly regulated APA events, unless noted otherwise. Samples were compared for the extent of APA regulation using the Global Analysis of Alternative Polyadenylation (GAAP) approach [43]. Briefly, one million and a half PASS reads were sampled from each sample to control the sequencing depth; SAAP analysis was carried out to identify significantly regulated APA events; and this process was repeated 20 times from which the mean and standard deviation of the number of significant events were calculated. For visualization of 3’READS data, only PASS reads were used to create bigwig format files and for visualization in the Integrative Genomics Browser (IGB).

### ChIP-seq data analysis

Reads were mapped to the mouse genome (mm9) using bowtie2. Reads non-uniquely mapped (MAPQ≤10) were discarded. Multiple reads mapped to same genomic loci (defined by chromosome, strand, start and end position) were collapsed to one.

To calculate enrichment score of a genomic locus in a meta-gene plot, the first nt at the 5’end of a read was counted for all genes in a group and converted to read per million total reads (RPM) value. The enrichment score was defined by log_2_ ratio of RPM between IP sample and input sample. The relative genomic location was binned (e.g., every 50 nt relative to TSS or every percent in gene body) before calculating enrichment score and then plotted in R.

The correlation of ChIP-seq data among different Paf1C factors was calculated based on the Pearson correlation of RPM values of four sub-regions of genes (i.e., TSS and TES upstream/downstream 1kb region). Only sub-regions with at least 50 reads in at least one sample were used for the calculation.

For visualization of ChIP-seq data, all uniquely mapped and collapsed reads were used. Reads were extended from its 5’end mapped position by 250 nts (reflecting the average fragment size in ChIP-seq DNA libraries) and converted to bigwig format files using an in-house perl script and bedGraphToBigWig program from UCSC genome browser. The bigwig files were visualized in IGB.

### Gene ontology (GO) analysis

GO annotations of genes were obtained from the NCBI Gene database, and GO analysis was carried out using the Fisher’s exact test [43].

### Accession numbers

ChIP-seq, RNA-seq and 3’READS data generated for this study were deposited under the primary accession GSE72574. Previously published data re-analyzed for this study include GSE44119 (Spt6 ChIP-seq, [68]), and GSE34960 (H2Bub ChIP-seq, [39]) and GSE25308 (PolII, and H3K4me3 ChIP-seq, [63]).

## Supporting Information

S1 Fig Rtf1 does not associate with Paf1C and confirmation of siRNA-mediated depletion of Paf1C subunits in mouse muscle cells. **(A)** Co-immunoprecipitation of Flag-tagged Cdc73 and Ski8, but not Rtf1, from nuclear extracts of myoblasts. **(B)** qRT-PCR verification of siRNA-mediated depletion of Leo1, Ctr9, and Rtf1 in myoblasts. Transcript levels of Paf1C subunits were normalized to *Gapdh*.
(TIF) Click here for additional data file.

S2 Fig Correlation between the absence of Paf1C occupancy and low levels of gene expression, and distinct target regions of Paf1C subunits. **(A)** Metagene analysis shows average ChIP-seq enrichment profiles of indicated Paf1C subunits and PolII. A region from 3 kb upstream or downstream of the TSS or TES was analyzed. **(B)** *k*-means clustering (*k* = 10) of ChIP-seq data reveals common and distinct localization of Paf1C subunits, Spt6, histone modifications, and PolII, and correlation between Paf1C occupancy and levels of gene expression. Each row represents a single 4 kb genic region surrounding the TES. A heatmap representing RNA-seq analysis of myoblasts and myotubes. **(C)** qChIP validation of Cdc73 specific enrichment, and a representative genome browser track example of distinct target regions of Paf1C subunits. The y-axis represents normalized read density in reads per million (RPM). MB, myoblasts; MT, myotubes. **(D)** Cluster analysis of co-occupancy of biological replicates of Paf1C subunits on chromatin regions. Values are Pearson correlation coefficients. Correlations of RPM values encompassing genomic regions (TSS/TES upstream/downstream 1kb) were analyzed.
(TIF) Click here for additional data file.

S3 Fig Depletion of Paf1C subunits leads to genome-wide de-regulation of gene expression. **(A)** GO analysis of Paf1C target genes. The y-axis indicates biological process. The x-axis represents significance score (-log_10_ *p*-value, Fisher’s exact test) [43]. MB, myoblasts; MT, myotubes. **(B)** Heatmap of RNA-seq data after depletion of Paf1, Cdc73, or Ski8. KD, Paf1C-depleted cells; Ctrl, control cells. **(C)** Genes exhibiting changes in expression after siRNA-mediated depletion of Paf1C subunits were classified according to GO analysis as described in S3A Fig. Genes that showed greater than 1.4-fold change in expression (*p*-value<0.01, Fisher's exact test) were analyzed. The y-axis indicates biological process, and the x-axis represents the significance score (-log_10_ *p*-value, Fisher’s exact test).
(TIF) Click here for additional data file.

S4 Fig GO analysis of genes showing changes in APA after depletion of Paf1C subunits. Genes with significant APA regulation, SAAP method, FDR<0.05, were analyzed as in Fig 3B and 3C. GO analysis was performed as described in S3A Fig.
(TIF) Click here for additional data file.

S5 Fig Chromatin occupancy of Paf1C is correlated with regulation of APA after depletion of Paf1C subunits. **(A)** Genome browser tracks depict enrichment of Paf1C subunits by ChIP-seq (top) for a control gene (*Dld*) that does not show changes in APA, as detected by 3’READS analysis, after depletion of Paf1C subunits. This gene serves as a control for comparison with genes (*Ddx46* and *Pcbp2*) that show changes in APA in Fig 4B. (**B**) The percentage of regulated intronic CDS pA sites in Paf1-, Cdc73- or Ski8-depleted cells. **(C)** The average enrichment profiles of Paf1, Cdc73, and Ski8 were plotted over genes that showed regulated or unaffected CDS-APA after depletion of Paf1, Cdc73 or Ski8. Genes exhibiting low levels of expression are also shown. Regions from 3 kb upstream of TSS to 3 kb downstream of TES were analyzed. **(D)** The average enrichment profiles of Paf1, Cdc73, and Ski8 were plotted over genes that showed shortening of 3’UTRs or that were unaffected after depletion of Paf1, Cdc73, or Ski8. Regions from 2 kb upstream or downstream of the two most regulated 3’UTR pA sites were analyzed.
(TIF) Click here for additional data file.

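Dld lies on chromosome 12 of mm9, minus strand. Its most abundant sites are at positions 32016574 (proximal) and 32016427 (distal), both downstream of the annotated last exon and both with AATAAA. The proximal site had 57 and 152 reads in the siCtrl libraries of batches 1 and 2, or 5.79% and 9.89% of the reads of the pair of sites. The share was 4.52% and 9.27% after siPaf1, 6.77% and 10.8% after siCdc73 and 8.81% after siSki8. The log2 change was -0.24 (standard error 0.69), 0.19 (0.68) and 0.23 (0.83), each with an edgeR adjusted p of 1, and pooled reads with Fisher's exact test gave adjusted p of 0.177, 0.0449 and 0.722. Ddx46 lies on chromosome 13, plus strand, with its most abundant sites at 55780476 and 55782617. The proximal share was 29.2% and 15.2% in siCtrl, 16.2% and 9.87% after siPaf1, 39.2% and 34.0% after siCdc73 and 45.2% after siSki8. Its log2 change was -0.90 after siPaf1 (standard error 0.70, -1.09 and -0.71 within the batches), 1.09 after siCdc73 (0.64 and 1.53) and 1.61 after siSki8, each with an edgeR adjusted p of 1, and with the block 0.315, 0.221 and 0.144. On pooled reads Fisher's exact test gave adjusted p of 2.44e-07, 2.76e-19 and 7.86e-30.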

S6 Fig PolII occupancy is unaffected by Ski8 depletion but is increased on genes exhibiting 3’UTR shortening after Paf1 depletion. **(A)** siRNA-mediated depletion of Paf1 did not affect the levels of CPSF100. siCtrl, non-specific control siRNA. **(B)** Representative genome browser tracks demonstrate increased PolII occupancy immediately downstream of the TSS of genes that showed CDS-APA up-regulation after Paf1 depletion. The gray rectangle shows a blown-up portion of the entire gene, *Myh9*, to the left. The y-axis represents normalized reads in reads per million mapped (RPM). Gene name and the maximum value of y-axis are indicated. siCtrl, non-specific control siRNA. **(C)** The ratio of PolII ChIP-seq signals in Paf1 or Ski8 versus control siRNA-treated cells was plotted over genes that were unaffected or showed 3’UTR shortening after depletion of Paf1 or Ski8. Regions from 2 kb upstream or downstream of the two most de-regulated 3’UTR pA sites were analyzed (a distance between the proximal and distal pAs greater than 1 kb was required).
(TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

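RNA-seq and 3'READS were analysed from C2C12 mouse myoblasts transfected for 48 h with 50 nM of a control siRNA or of an siRNA against Paf1, Cdc73 or Ski8 (gene symbol Wdr61). Each assay had 7 libraries: 2 for siCtrl, 2 for siPaf1, 2 for siCdc73 and 1 for siSki8. The labels place the first library of each replicated group in batch 1, the second in batch 2 and the siSki8 library in batch 2, and samples were grouped by these labels. Every per-sample column was matched to a sample by name, and 0 per-sample columns were left unmatched.

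For RNA-seq, the authors removed rRNA, made strand-specific libraries, mapped the reads to mm9 with bowtie2 in local mode, kept uniquely mapped reads of sufficient mapping quality and deposited counts per RefSeq transcript, over the coding region for protein-coding genes, without normalization. Beside the counts the authors deposited RPKM values, scaled by transcript length and by the number of uniquely mapped reads. The paper's text names no software versions for these steps. The table held 15033 transcripts of 9999 genes, with no blank names (0), and 2816 genes had more than 1 transcript. Each gene was represented by its transcript with the highest mean count, since transcripts of a gene share reads. The RPKM values were used to find the total of mapped reads that each library implies, which came out within 1% for 95.5% to 96.8% of the genes used. For 3'READS, the authors mapped reads to mm9 with bowtie2 in local mode, kept uniquely mapped reads with non-genomic Ts at the 5' end (PASS reads) and deposited the counts of these reads per pA site, without normalization and with each library in its own column. The reads themselves were not analysed here, so the mapping and the removal of internally primed reads are the authors'. A reference of the same build was used for the positions of exons, introns and TSSs and for the sequence around sites, and 15267 of the genes matched it.

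Counts were compared in R 4.3.3 with edgeR 4.0.16 (TMM normalization, its filter on low counts, the quasi-likelihood test and a prior count of 2 for log2 values), limma 3.58.1 for gene sets (camera with its preset correlation, fry, and camera with an estimated correlation) and DESeq2 1.42.0 as an alternative, with data.table 1.17.8. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for tables, sequences and figures. P-values were adjusted by the Benjamini-Hochberg method and calls were made at an adjusted p under 0.05. Standard errors of single genes were taken as the size of the log2 change over the square root of the quasi-likelihood F statistic. They therefore restate that test and are not a separate estimate of the spread. All libraries entered each fit, so that the siSki8 library, which has no replicate, was tested against the spread of the other groups. For APA, sites under 5% of the reads of a gene were left out, as in the paper, the isoform by knockdown interaction was tested with 1 coefficient per library, and genes needed a mean of at least 20 reads per library. For uaRNAs at least 10 antisense reads over the libraries were required. Ratios of single libraries had 0.5 added to both isoforms before log2. Intronic sites were tested against all other reads of their gene and placed in 5 sub-regions, and the classes by intron position used genes with at least 5 introns. Confidence intervals of shares are Wilson intervals at 95% and cover counting error only. They treat the genes or sites counted as independent and leave out the spread between libraries. PASS reads carry no molecular identifiers here. Library totals ranged from 2796693 to 8160386 gene counts in RNA-seq and from 5302728 to 14340927 PASS reads in 3'READS. The low totals limit the RNA-seq of siPaf1 and siCdc73 in batch 2 and the 3'READS of siCdc73 in batch 1 most.

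The batch numbers pair the libraries according to the labels. The difference between batches correlated across genes between groups, with r of 0.620 for siCtrl and siPaf1, 0.748 for siCtrl and siCdc73 and 0.633 for siPaf1 and siCdc73 in RNA-seq, and between 0.362 and 0.561 for the isoform ratios of 3'UTR-APA and CDS-APA. The fit without the batch was set as the main one before the data were examined because the paper's methods use no batch term, and the fit with the batch as a block is given where it changes a call or moves a count by more than 1.5 times. The tests were checked on simulated data in which 200 genes were changed. For 2-fold changes of gene counts with the batch difference, 0 of them were recovered without the block and 94 with it, with 5 of the 6498 genes called wrongly. Without a batch difference, 98 and 95 were recovered, with 4 and 3 of 6489 genes called wrongly. For 4-fold changes of the CDS-APA ratio over 1766 genes, 0 were recovered without the block and 33 with it where batches differed, and 32 and 27 where they did not. So a count of 0 calls without the block does not show that no gene changed. The simulated counts were drawn from the blocked fit, with a batch difference equal in every group. In the data that difference was only partly shared, so the few wrong calls do not carry over to the blocked counts.

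The genes named in the text are those the paper names, the subunits of Paf1C, and for each assay or APA type and each knockdown at most 2 genes in each direction, those with the smallest adjusted p among genes changed the same way in every batch with a mean of at least 50 reads per library. Any other gene is named as chosen after its values were seen. Lists of mitotic cell cycle (78 genes), RNA processing (76) and cleavage and polyadenylation genes (22) were written before the data were examined, and 40, 46 and 12 of them were in the RNA-seq test. Lists of genes typical of testis, liver, brain, pancreas and blood were written after unexpected transcripts were seen in 1 library. Similarities between knockdowns were set against 20 simulations of unchanged groups that share the siCtrl libraries. Random lists of genes, 10000 per comparison, were matched on expression in 10 bins. The alternatives covered the normalization, the filter on low counts, the block, the libraries in the fit, the site filter, the depth, DESeq2, pooled reads with Fisher's exact test, the paper's rule (a 1.4-fold difference and Fisher's exact p under 0.01), pooled reads sampled to 1500000 20 times, the gene set test, the shared control and leaving out each library in turn. ChIP-seq and qRT-PCR experiments were not analysed here, and neither was the overlap with U1 inhibition. The cumulative distributions of Fig. 6E were compared by medians and random lists in place of a rank test, because genes are not replicates.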

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

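All tests in this part but that of a change in 3' end formation of histone genes were chosen only after the results were seen.

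The siPaf1 3'READS library of batch 2 held transcripts of haploid germ cells. Of a list of 35 testis genes, 33 were in the table, and together they had 5545.33 RPM in this library. In the others they had 3.39 and 8.27 (siCtrl, batches 1 and 2), 7.05 (siPaf1, batch 1), 43.28 and 71.27 (siCdc73) and 6.64 (siSki8). The paper does not discuss these genes. Prm1, chosen after its values were seen, had 21481 reads against 0, 18, 0, 0, 284 and 14 in the other libraries, and Tnp1, chosen likewise, 6636 against at most 132. Of the 33 genes, 24 had at least 30 reads and stood over 20-fold above every other library. The list was written after 6 of them had been seen in the data, and among the 27 others 18 passed the same limit, with 3197.6 RPM in all against at most 43.28 elsewhere. Most of this sum was Dkkl1 (chosen after its values were seen, 39289 reads), and without it the others not seen before had 260.46 RPM in this library and at most 4.40 elsewhere. In C2C12 cells most of the list is near 0, since 3 of its genes had a mean of at least 20 reads over the other 6 libraries. Lists for other tissues did not stand apart to this degree in the library: liver genes had 6.43 RPM (0.54 to 6.28 elsewhere), brain genes 255.9 (44.79 to 241.28), pancreas genes 10.39 (5.19 to 14.48) and blood genes 0.45 (0 elsewhere). In RNA-seq, brain genes had 486.99 and 1581.15 RPM after siPaf1, 209.2 and 499.14 after siCdc73, 661.12 after siSki8, and 140.21 and 237.05 in siCtrl.

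A response of the list as a whole to the loss of Paf1 is argued against by the siPaf1 library of batch 1, with 7.05 RPM. It is also argued against by RNA-seq, where the list had 10.01 in siPaf1 batch 2 and 2.5 to 9.24 in the others. Of the 55 list reads of siPaf1 batch 1, 51 were Dkkl1, which had 5 and 24 reads in siCtrl. The other genes had 4 reads there, where the proportion of the siPaf1 library of batch 2 gives 45.3. A rise of Dkkl1 itself after siPaf1 therefore stays open. Deeper sequencing is argued against by the siCdc73 library of batch 2, which had more reads in total and 71.27 RPM of the list. A mislabelled library is argued against by the siRNA target, since Paf1 changed by -2.48 on the log2 scale in this library against siCtrl of its batch. Reads from another tissue or library remain, and the 18 genes not seen beforehand are consistent with testis as their source. A candidate explanation is therefore that testis cDNA or reads entered this library before or during sequencing. The siCdc73 libraries were tested for the same origin by the reads that come with Dkkl1. In batch 2 the other genes of the list had 499 reads, where the proportion of the siPaf1 library of batch 2 gives 462.6, so testis as the source stays open there. In batch 1 they had 14 reads where 190.9 would come with the 215 reads of Dkkl1, which argues against testis as the source of that library's excess. No other explanation of the Dkkl1 reads in batch 1 was tested. The genes that stood apart in the siPaf1 library of batch 2 took 1.04% of its reads, and a share of the reads of widely expressed genes could come from the same source. For siPaf1, the values of batch 1 do not have this limit.

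Replication-dependent histone transcripts are mostly not polyadenylated. The paper's Discussion cites earlier work on their 3' ends after loss of CDK9, and the paper gives no values for them after loss of Paf1C subunits. The 60 histone genes in the 3'READS table had 234.7 and 233.7 RPM after siCdc73, 79.5 and 81.5 after siPaf1, 122.2 after siSki8 and 106.2 and 114.9 in siCtrl, so that siCdc73 lay above and siPaf1 below siCtrl in both batches. The difference between the knockdowns itself was not tested. A batch effect is argued against by the level of 233.7 after siCdc73 in batch 2, next to 234.7 in batch 1. The rise after siCdc73 rested in large part on 1 gene, Hist2h2be (chosen after its values were seen). It had 627 and 1460 reads after siCdc73 against 81 and 66 in siCtrl. Hist2h2be also rose after siPaf1, to 168 and 349 reads. Without it, the level was 116.2 and 131.6 after siCdc73 and 95.2 and 108.2 in siCtrl, and 57.9 and 55.4 after siPaf1. Of 21 histone genes with at least 70 reads, 12 rose and 7 fell in both batches after siCdc73, and 3 rose and 11 fell after siPaf1. With TMM scaling the levels were 269.5 and 237.2 after siCdc73, and 117.5 and 106.3 in siCtrl, with both siPaf1 libraries below these. A general rise of polyadenylated histone transcripts after loss of the subunits, as a change in 3' end formation of histone genes would give, is argued against for siPaf1 by its 79.5 RPM. For siCdc73, a change in 3' end formation and a change in the transcription of Hist2h2be cannot be told apart, because most of the rise comes from 1 gene and 3'READS counts only polyadenylated ends. A lower number of dividing cells may contribute to the decrease after siPaf1, but the same decrease of mitotic genes followed siCdc73, where the histone level without Hist2h2be was 116.2 in batch 1.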

How the results depend on the processing

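The alternatives that combine the block with sampling, with a higher read minimum or with all pA sites, the 3'READS reads summed per gene, the direct comparison of knockdowns, all pA sites for intronic sites and their block, the 3'READS measure of expression, the totals implied by RPKM, the transcript with the lowest count and the RPM by intron position were chosen after seeing the data. All others were set before. In all, 861 values were computed under alternatives for 194 results. Of these, 466 kept the direction and the side of the threshold or stayed within the spread, 333 moved, 47 became stronger, 7 weaker and 8 reversed. Unless a cause is given, the cause was not tested.

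For RNA-seq, 0 genes were called without the block after each knockdown. With the replicate block, 2122 genes were called after siPaf1, 2601 after siCdc73 and 354 after siSki8. The blocked fit has a lower spread, and where simulated batches differed, changes were recovered only with it. DESeq2 called 369, 519 and 6, no filter on low counts 149, 225 and 1, and the paper's rule on pooled reads, which leaves out the spread between libraries, 3076, 3489 and 3123. With only the siCtrl and siPaf1 libraries in the fit, 19 genes were called. The 3'READS reads summed per gene gave 2367, 2832 and 19 genes with the block. Library size alone, a mean of at least 50 counts, the added 1.4-fold limit, the totals implied by RPKM and the transcript with the lowest count left the count at 0. The fit with only the siCtrl and siSki8 libraries was not run, since siSki8 has 1 library.

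For 3'UTR-APA, again 0 genes were called without the block. With the block, 310, 196 and 14 genes were called after siPaf1, siCdc73 and siSki8. With the block and sampling to the smallest library the counts were 258, 165 and 6. They were 205, 135 and 0 with the block and a mean of at least 100 reads, and 259, 191 and 3 with the block and all pA sites. DESeq2 called 24 and 11 for siPaf1 and siCdc73, and a mean of at least 5 reads 1 for siCdc73. Pooled reads with Fisher's exact test gave 2272, 1989 and 1631, and pooled reads sampled to 1500000 279.9, 208.6 and 231.4. In the direct comparisons with the block, 131 genes differed between siPaf1 and siSki8, 30 between siCdc73 and siSki8 and 95 between siPaf1 and siCdc73.

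For CDS-APA, 42 genes were called after siPaf1, 73 after siCdc73 and 0 after siSki8. The counts were 406, 409 and 2 with the block, 334 and 337 with the block and sampling, 305, 302 and 1 with the block and a mean of at least 100 reads, and 339 and 433 with the block and all pA sites. They were 145 and 146 with a mean of at least 5 reads, 190, 221 and 1 with DESeq2, 1035, 984 and 309 with pooled reads and Fisher's exact test, and 149.6, 152.9 and 15.8 with reads sampled to 1500000. For siCdc73, all pA sites gave 36 and only the siCtrl and siCdc73 libraries 113. The share of calls toward upstream sites, 92.9% and 97.3%, stayed above 70% throughout. For siPaf1 it was 71.1% with pooled reads and 80.9% with sampling to 1500000. For siCdc73 it was 88% with the block, 88.7% with the block and sampling, 89.7% with the block and at least 100 reads, 76.7% with pooled reads and 87.8% with sampling to 1500000. In the direct comparisons, 226 genes differed with the block between siPaf1 and siSki8, 236 between siCdc73 and siSki8 and 90 between siPaf1 and siCdc73, against 3, 4 and 0 without it. At an unadjusted p under 0.05 and without the block, 31 genes were higher and 86 lower after siPaf1 than after siCdc73.

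For uaRNAs, 1, 3 and 0 genes were called. With the block the counts were 24, 35 and 2, with the block and sampling 14 and 19, with the block and at least 100 reads 21, 38 and 1, and with the block and all pA sites 27, 29 and 2. DESeq2 gave 5 and 6, pooled reads 375, 409 and 92, and sampling to 1500000 14.4, 15.4 and 3. For siPaf1 the count was 0 with at least 100 reads, with sense reads beyond 2 kb and with sampling to the smallest library. For siCdc73 it was 1 with sense reads beyond 2 kb. The share of calls that rose after siCdc73 was 33.3%, and 85.7% with the block, 0% with sense reads beyond 2 kb, 0% with sampling to the smallest library, 89.5% with the block and at least 100 reads and 86.2% with the block and all pA sites. With the block, 9 genes differed between siPaf1 and siSki8 and 5 between siCdc73 and siSki8, against 1 without it in the second case. Where no gene was called, no share could be given.

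For the gene sets, the adjusted p of the mitotic cell cycle genes was 0.245 after siPaf1 and siCdc73 with an estimated correlation, and 0.0105 after siSki8 with the block. RNA processing genes after siCdc73 had 0.472 with an estimated correlation, 0.147 with fry and 0.113 in 3'READS, and after siSki8 0.338 and 0.147. Cleavage and polyadenylation genes after siSki8 passed the threshold with fry (0.0224), with the block (0.0412) and in 3'READS with the block (0.0275). The direction of camera reversed, with no call on either side, for RNA processing genes after siPaf1 in 3'READS (0.730, with the block 0.908), for cleavage and polyadenylation genes after siPaf1 in 3'READS (0.730, with the block 0.606), and for the latter after siCdc73 with the block (0.992) and in 3'READS with the block (0.945).

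The correlation of RNA-seq changes of siPaf1 and siCdc73 was 0.556 and 0.478 with no shared control. That of siPaf1 and siSki8 was 0.101 with the block, and that of siCdc73 and siSki8 0.270 with the block, 0.264 with at least 100 reads and 0.298 with no shared control. For CDS-APA, siPaf1 and siCdc73 had 0.789 with at least 100 reads and 0.451 and 0.442 with no shared control, siPaf1 and siSki8 0.138 with no shared control, and siCdc73 and siSki8 0.242 with at least 100 reads and 0.092 with no shared control. A lower correlation without a shared control follows in part from its construction, which uses 1 library per group. The expression of genes called for CDS-APA differed after siPaf1 by -0.10 with the pooled calls and by 0.10 in 3'READS with the block, and after siCdc73 by 0.055 with the pooled calls, 0.19 with the block and 0.31 in 3'READS with the block. The 3'READS measure counts the upstream isoforms themselves.

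The number of intronic sites that rose after siPaf1 was 335 with the block, 866 with pooled reads, 29 with all pA sites, 183 with all pA sites and the block and 1587 with all pA sites and pooled reads, against 44. After siCdc73 it was 355, 914, 44, 241 and 1962, against 87. Measured as RPM, the mean change after siPaf1 was 1.15 in the second intron, 0.52 in middle introns, 0.11 in the second to last and 0.26 in the last. After siCdc73 it was 1.40 in the first intron, 1.04 in the second and 0.28 in the last. After siSki8 it was 0.20 in the first, 0 in the second, 0.02 in middle introns and -0.01 in the last.

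Leaving out 1 library at a time moved the medians as follows. For 3'UTR-APA the siCdc73 median ranged from 0.29 (without siCtrl batch 2) to 0.51 (without siCtrl batch 1), the siPaf1 median from 0.19 to 0.37 and the siSki8 median from 0.26 to 0.46. For CDS-APA it ranged from 0.43 (without siCtrl batch 2) to 0.82 (without siCtrl batch 1) after siPaf1, from 0.77 (without siCtrl batch 2) to 1.25 (without siCtrl batch 1) after siCdc73, and from -0.37 to 0.01 after siSki8. For uaRNAs it ranged from 0.12 (without siCtrl batch 2) to 0.54 (without siCtrl batch 1) after siPaf1, from 0.66 (without siCdc73 batch 1) to 1.22 (without siCtrl batch 1) after siCdc73, and from -0.311 (without siCtrl batch 2) to 0.083 after siSki8. The medians of RNA processing genes ranged from 0.022 (without siPaf1 batch 2) to 0.24 (without siCtrl batch 2) after siPaf1, from 0.30 to 0.50 after siCdc73 and from 0.29 to 0.60 after siSki8. Those of cleavage and polyadenylation genes ranged from -0.22 (without siCtrl batch 1) to -0.063 (without siPaf1 batch 2) after siPaf1, from -0.006 to 0.014 after siCdc73 and from 0.30 to 0.50 after siSki8. For mitotic genes the range was 0.077 (without siCtrl batch 1) to 0.32 (without siCtrl batch 2) after siSki8, -2.29 to -1.86 after siPaf1 and -2.16 to -1.38 after siCdc73. The direction of the CDS-APA median after siPaf1 and siCdc73 held in every one of these fits.

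Among the comparisons of single named genes, 43 passed the threshold only with the block and 2 reversed under it, both for siSki8: Myh9 in RNA-seq (0.01 against -0.48) and Irs1 in CDS-APA (0.70 against -1.14). The siSki8 library is in batch 2 alone, and the block takes the batch difference from all replicated groups. Blocked siSki8 values are therefore not those against siCtrl of batch 2. The 3'UTR-APA change of Zfp260 was 0.57 with the block and 1.32 against siCtrl of batch 2. The median of the mitotic genes was 0.276 and 0.077. The adjusted p of fry for mitotic genes after siPaf1 and siCdc73 went from 0.0224 to 0.0561 with the block, and that for RNA processing genes after siCdc73 and siSki8 from 0.147 to 0.0463. Of the single cleavage and polyadenylation genes, 0 were called without the block. With it, 3 were called in either direction after siPaf1, 6 over the list and 5 over all genes after siCdc73, and 1 after siSki8. Further changes of calls under the block are given beside the results. The depth limits the results for uaRNAs most, since they had the fewest reads per gene, and the RNA-seq of siPaf1 and siCdc73 in batch 2.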

Differences from the paper's values

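The values read from figures are approximate, and for the bars of Fig. 3 the paper subtracts an expected number from the observed one, which was not done here. For most measures below, a count of 0 or a low count without the block is set against the paper's.

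The paper's share of up-regulated intronic sites in the 5'-most sub-region is 32.4% for Paf1 and 29.1% for Cdc73, and the values here are 61.4% and 44.8%. Of the alternatives set before the data were examined, pooled reads with Fisher's exact test (32.8% and 32.1%) closed the gap. So did all pA sites with pooled reads (34.5% and 30.9%), chosen for this measure after seeing the values. The block (46.0% and 38.3%), also chosen for this measure after seeing the values, came within 1.5 times the paper's shares, but its 95% Wilson intervals (40.7 to 51.3 and 33.4 to 43.5) leave them out, so it narrowed the gap. All pA sites without the block (58.6% and 52.3%) and with it (50.3% and 44.0%) did not. The paper's p-values for this bias are 4e-28 and 4e-19, against 3.35e-08 and 5.54e-06 here, and none of the alternatives closed the gap: the block gave 5.5e-19 and 2.46e-10, pooled reads 1.27e-09 and 7.55e-09, all pA sites 4.66e-06 and 1.61e-06, all pA sites with the block 9.4e-20 and 7.6e-17, and all pA sites with pooled reads 1.53e-34 and 1.08e-24.

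For 3'UTR-APA, the paper's number of shortened genes is about 560 for siPaf1, about 530 for siCdc73 and about 480 for siSki8 in Fig. 3B, read by eye, against 0 for each here. The number of lengthened genes is about 200, about 120 and about 60 in Fig. 3B, read by eye, against 0 for each. None of the alternatives set before the data were examined closed these gaps. The block gave 233, 177 and 14 shortened and 77, 19 and 0 lengthened, pooled reads with Fisher's exact test 1538, 1544 and 1264 shortened and 734, 445 and 367 lengthened, reads sampled to 1500000 207.3, 177.8 and 192.6 shortened and 72.5, 30.8 and 38.9 lengthened, and DESeq2 17, 11 and 0 shortened and 7, 0 and 0 lengthened.

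For CDS-APA, the paper's number of genes with increased usage is about 280 for siPaf1 and about 310 for siCdc73 in Fig. 3C, read by eye, against 39 and 71 here. The block, set before the data were examined, closed both gaps (334 and 360). Of the settings chosen after seeing the values, the block with sampling to the smallest library (281 and 299), with at least 100 reads (258 and 271) and with all pA sites (285 and 399) did too. For siSki8 the number is about 40 in Fig. 3C, read by eye, against 0, and no alternative reached it (1 with the block, 7.7 with sampling to 1500000 and 124 with pooled reads). The number with decreased usage is about 80 for siPaf1, about 50 for siCdc73 and about 40 for siSki8 in Fig. 3C, read by eye, against 3, 2 and 0. The block closed the gaps for siPaf1 and siCdc73 (72 and 49). Among settings chosen after seeing the values, the block with all pA sites closed them (54 and 34), and the block with sampling closed the second (38). None closed the third, where pooled reads gave 185 and sampling to 1500000 8.2. The log2 ratio of increased to decreased genes is about 1.9 for siPaf1 and about 2.7 for siCdc73 in Fig. 3C, read by eye, against 3.70 and 5.15. Sampling to 1500000 gave 2.08 and 2.84, and the block 2.21 for siPaf1 and 2.88 for siCdc73. All were set before the data were examined, and these closed the gaps.

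For uaRNAs, the paper's number of genes that rose is about 24 for siPaf1, about 36 for siCdc73 and about 6 for siSki8 in Fig. 3D, read by eye, against 1, 1 and 0 here. The block, set before the data were examined, closed the gaps for siPaf1 and siCdc73 (16 and 30). Among settings chosen after seeing the values, so did the block with all pA sites (18 and 25), and the block with at least 100 reads closed the second (34). For siSki8 none did (1.4 with sampling to 1500000, 45 with pooled reads). The number that fell is about 13, about 10 and about 5 in Fig. 3D, read by eye, against 0, 2 and 0. No alternative set before the data were examined closed these gaps (8 with the block for siPaf1), and the block with all pA sites, chosen after seeing the values, closed that of siPaf1 (9). The log2 ratio for siCdc73 is about 1.9 in Fig. 3D, read by eye, against -1.00. The block (2.58) and sampling to 1500000 (1.93), set before the data were examined, closed it, as did the block with sampling to the smallest library (1.91) and with all pA sites (2.64), chosen after seeing the values. DESeq2, also set before, gave 1.00 from 4 genes that rose and 2 that fell, so it only narrowed the gap.

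For the mean change by intron position, the only alternative was the change of RPM, chosen after seeing the values. In the first intron the paper's mean is about 0.90 for siPaf1, about 0.68 for siCdc73 and about 0.01 for siSki8 in Fig. 4B, read by eye, against 1.61, 1.58 and -0.03 here. RPM (1.74 and 1.40) did not close the gaps for siPaf1 and siCdc73. For siSki8 only the sign differed, and the difference lay within the standard error of 0.09, so there was no gap to close. As RPM the siSki8 mean was 0.20 (standard error 0.08), which differed from the paper's. In the second intron it is about 0.60 for siCdc73 and about -0.01 for siSki8 in Fig. 4B, read by eye, against 1.15 and -0.28. RPM closed the gap for siSki8 (0) and not for siCdc73 (1.04). In middle introns it is about 0.37 for siCdc73 in Fig. 4B, read by eye, against 0.73, and 0.68 as RPM did not close it. In the second to last intron it is about 0.25 for siPaf1 in Fig. 4B, read by eye, against -0.15, and 0.11 did not close it. In the last intron it is about 0.29 for siPaf1 and about -0.02 for siSki8 in Fig. 4B, read by eye, against 0.09 and -0.22, and RPM (0.26 and -0.01) closed both.

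For some of the paper's statements of direction, the calls or values here differed or were lacking. The paper states that uaRNAs were up-regulated after loss of Paf1 or Cdc73. Here 1 gene rose after each and 2 fell after siCdc73 without the block, and the block, DESeq2 and pooled reads gave more genes that rose than fell. The median changes lay above 0, at 0.38 after siPaf1 and 1.00 after siCdc73, which is the paper's direction. The siPaf1 median was smaller in size than the -0.53 between the siCtrl libraries. It shows Zfp260 as an example of a shortened 3'UTR. This gene was not called here with or without the block, and pooled reads with Fisher's exact test called it after siPaf1 and siCdc73. Its changes after siPaf1 and siCdc73 (1.06 and 1.46) had the paper's direction. It states that activated CDS-APA went with decreased expression. Here the difference after siCdc73 was 0.13, at percentile 54.4 of random lists matched on expression, which does not set it apart from them. With pooled calls it was 0.06 (percentile 62.4) and with the block 0.19 (percentile 98.4). After siPaf1 the difference was below 0 without the block (-0.07, percentile 22.8), with it (-0.08, percentile 0.3) and with pooled calls (-0.10, percentile 0.01). For Ski8 the paper gives a modest bias of up-regulated intronic sites toward the 5'-most sub-region. No site rose here without the block, while pooled reads gave 25.5%, and all pA sites with pooled reads, chosen after seeing the values, 26.0% (Fisher's exact p = 0.0499).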

Other observations

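The tests of gene length, of internal priming, and of the batch difference and the shared siCtrl libraries for the 3'UTR were chosen before the results were seen. All other tests in this part were chosen only after the results were seen, and each pattern below is a hypothesis found and tested on the same data.

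Long genes changed less upward in RNA-seq than short genes. Of the 6521 genes tested, 6132 (94%) had a length in the annotation. The longest (from 64.1 kb, 1 of 5 bins by length) had a median log2 fold change that differed from that of the shortest (up to 7.7 kb) by -0.18 after siPaf1 (standard error 0.04 by resampling of genes) and by -0.44 after siCdc73 (standard error 0.05). After siSki8 the difference was -0.19, and 0.13 against siCtrl of batch 2 alone. GC content as the whole cause is argued against, since the difference was -0.11 after siPaf1 and -0.49 after siCdc73 within bins of GC content, and a batch effect is argued against by batch 1, with -0.22 after siPaf1 and -0.32 after siCdc73. In the same measure batch 2 differed from batch 1 by -0.60 in siCtrl, -0.55 in siPaf1 and -0.82 in siCdc73. This batch difference was largely shared by the groups and so mostly drops out within a batch, where siPaf1 had -0.22 and -0.17 and siCdc73 -0.32 and -0.56. The differences of -0.18 and -0.44, below 0 in each batch by more than 2 standard errors, are consistent with slower elongation in long genes, as a hypothesis. The limit of 2 standard errors was set after the values were seen, and it covers the sampling of genes and not the spread between libraries. A length bias of single libraries, with 1 per group and batch, was not tested and stays open.

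The surplus of up-regulated intronic sites held against the technical explanations tested. If internal priming at A-rich sequence were its cause, these sites would have AATAAA or ATTAAA in the 40 bases upstream less often. They had it in 72.7% of cases after siPaf1 and 74.7% after siCdc73, against 73.5% and 73.4% of the other sites (two-sided Fisher's exact p = 0.865 and 0.902), and none had 12 or more As in the 20 bases downstream, against 3.8% and 3.9% of the others. Deeper knockdown libraries are argued against by sampling all libraries to the smallest, after which 56 genes rose in CDS-APA after siPaf1 and 83 after siCdc73. Germ cell reads in the siPaf1 library of batch 2 are argued against by batch 1. Of 672 genes selected as rising in batch 2 reads alone, 86.3% (95% Wilson interval 83.5 to 88.7) also rose in batch 1, against 51.9% of the genes that were called in neither direction. For siCdc73 it was 596 of 670 genes. With these explanations argued against, an effect of the knockdowns on intronic polyadenylation is the hypothesis that stays open.

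The median shift toward proximal sites in 3'UTRs appeared in both batches after siPaf1 and siCdc73, while siSki8 was in batch 2 only. After siPaf1 in batch 1, where the library lacks the germ cell transcripts, the median was 0.157. This is smaller in size than the -0.225 between the siCtrl libraries, so it does not decide whether germ cell reads are the cause. After siCdc73 in batch 1 the median was 0.362, larger in size than that of the siCtrl libraries, which argues against a batch difference. Shared siCtrl libraries raise the similarity of the knockdowns without any effect. With no library shared, the changes of siPaf1 in batch 1 and siCdc73 in batch 2 still correlated across genes with r = 0.190, where simulated unchanged groups gave 0.020 (SD 0.022), and with the batches exchanged with 0.233. For siCdc73 in batch 1 and siSki8 in batch 2, r was 0.069 (simulated 0.010, SD 0.023), and for siPaf1 in batch 1 and siSki8 0.107. The same knockdown in both batches gave 0.301 for siPaf1 and 0.262 for siCdc73. With the siCtrl libraries shared, r was 0.573 for siPaf1 and siCdc73, where simulated unchanged groups gave 0.496 (SD 0.011). It was 0.252 for siPaf1 and siSki8 (simulated 0.408, SD 0.016) and 0.319 for siCdc73 and siSki8 (0.405, SD 0.013), both below the simulated level. With the block these were 0.281 (0.385, SD 0.016) and 0.389 (0.391, SD 0.015). An effect common to siPaf1 and siCdc73 is the hypothesis left open. For siSki8 these values differ in direction and rest on 1 library, so they do not decide.

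Histone transcripts differed between the batches in RNA-seq. In siCtrl the 37 histone genes had 23.9 RPM in batch 1 and 702.4 in batch 2, a ratio of 29.3. The ratio was 10.8 for siPaf1 and 3.7 for siCdc73, while in 3'READS it was 1.08, 1.03 and 1. Of 19 histone genes with enough reads, 18 were higher in batch 2 in all 3 groups. More dividing cells in batch 2 are argued against by the mitotic cell cycle genes, which differed between batches by 0.22 in siCtrl and by -0.35 in siPaf1 and -0.62 in siCdc73. The ratio of 29.3 in RNA-seq beside a ratio near 1 in 3'READS is consistent with less poly(A) selection of the RNA in batch 2, since most histone transcripts lack a poly(A) tail. The paper's methods name removal of rRNA and no poly(A) selection for RNA-seq, so this would need a departure from that protocol in batch 1 and stays a hypothesis. The different ratios of the groups stay open.

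Transcripts of some other Paf1C subunits rose after siCdc73 or siPaf1. After siCdc73, Paf1 rose by 1.36 in RNA-seq (standard error 0.42, edgeR adjusted p = 0.142, with the block 2.87e-05, 1.30 and 1.39 within the batches) and by 1.08 in 3'READS (with the block edgeR adjusted p = 0.0154). Ctr9 rose by 1.34 and 1.07 within the batches in RNA-seq (with the block edgeR adjusted p = 8.49e-05) and by 1.05 in 3'READS (0.0134). Leo1 and Rtf1, in 3'READS only, rose by 1.34 and 1.18 after siCdc73 (with the block edgeR adjusted p = 0.00947 and 0.00678). After siPaf1 they rose by 0.97 and 1.01 (0.0469 and 0.0173). With 1 library left out at a time, Leo1 after siPaf1 ranged from 0.52 to 1.56. Ctr9 in 3'READS after siCdc73 ranged from 0.45 to 1.59. Others did not pass the threshold: Cdc73 after siPaf1 (0.01 in RNA-seq and 0.06 in 3'READS), Wdr61 in 3'READS (0 after siPaf1 and -0.10 after siCdc73, with the block edgeR adjusted p = 0.881 and 1) and in RNA-seq (0.42 and 0.48, with the block 0.0986 and 0.0699), and Ctr9 after siPaf1 in 3'READS (0.48, with the block 0.181), which passed with the block in RNA-seq (0.70, 0.0155). If library size or depth were the cause, the rise would not hold in both assays after TMM scaling. There were 2 comparisons, Paf1 and Ctr9 after siCdc73, that rose in both batches and passed the threshold with the block in both assays, which argues against library size or depth. A response of subunit genes to the loss of Cdc73 may be the reason, and no test here separates it from other effects of the siRNA.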
